# The pluripotency factor NANOG promotes the formation of squamous cell carcinomas

**DOI:** 10.1038/srep10205

**Published:** 2015-05-19

**Authors:** Adelaida R. Palla, Daniela Piazzolla, Noelia Alcazar, Marta Cañamero, Osvaldo Graña, Gonzalo Gómez-López, Orlando Dominguez, Marta Dueñas, Jesús M. Paramio, Manuel Serrano

## Abstract

NANOG is a key pluripotency factor in embryonic stem cells that is frequently expressed in squamous cell carcinomas (SCCs). However, a direct link between NANOG and SCCs remains to be established. Here, we show that inducible overexpression of NANOG in mouse skin epithelia favours the malignant conversion of skin papillomas induced by chemical carcinogenesis, leading to increased SCC formation. Gene expression analyses in pre-malignant skin indicate that NANOG induces genes associated to epithelial-mesenchymal transition (EMT). Some of these genes are directly activated by NANOG, including EMT-associated genes *Zeb1, Zeb2*, *Twist1, Prrx1* and *miR-21*. Finally, endogenous NANOG binds to the promoters of theses genes in human SCC cells and, moreover, NANOG induces EMT features in primary keratinocytes. These results provide *in vivo* evidence for the oncogenic role of NANOG in squamous cell carcinomas.

NANOG is a homeodomain containing transcription factor that together with OCT4 and SOX2 constitute the core regulators of pluripotency in mouse embryonic stem cells^1^,^2^,^3^. Cancer cells present some similarities with embryonic stem cells, including unlimited proliferation and self-renewal, and the expression of pluripotency genes, such as NANOG, OCT4 or SOX2^4^. In the particular case of SOX2, it is well established that it is a driver of oncogenesis in several cancer types^5^,^6^,^7^,^8^.

The oncogenic potential of NANOG has been demonstrated using multiple types of assays, including promotion of proliferation, xenograft growth, migration and invasion, chemoresistance, and cancer stem cell properties^9^,^10^. Also, transgenic overexpression of *Nanog* in MMTV-Wnt-1 mice accelerates mammary tumorigenesis and metastasis^11^. Distinctively, NANOG is frequently overexpressed in human squamous cell carcinomas (SCCs) and its expression correlates with malignancy and chemoresistance^12^,^13^,^14^,^15^,^16^. However, there is a lack of *in vivo* studies addressing the impact of NANOG on the formation of SCCs and the mechanisms involved. In this study, (1) we use an epithelial inducible transgenic mouse model to analyze the effect of NANOG in the generation of SCCs, and (2) we identify NANOG as a cell autonomous activator of EMT in epithelial cells.

## Results

### NANOG promotes proliferation in the epidermis

We have previously reported that NANOG is expressed in the basal layer of stratified epithelia in normal mice, including the skin^16^. In general, tumorigenesis of stratified epithelia gives rise to squamous cell carcinomas (SCCs) and, remarkably, NANOG is frequently overexpressed in human and mouse SCCs^12^,^13^,^14^,^15^,^16^. To address the *in vivo* role of NANOG in oncogenesis, we have used a tissue specific doxycycline-inducible *Nanog* transgenic mouse model. This model is similar to a previously described *Oct4*-inducible mouse model^17^, in which a cassette containing a doxycycline-responsive element controlling *Nanog* expression is inserted downstream of the collagen 1a1 locus (*Col1a1::tetO-Nanog*)^16^. This transgenic mouse model was crossed with another available mouse model (*K5-rtTA)*, which has the bovine keratin 5 (K5) promoter directing the expression of the reverse tetracycline transactivator gene^18^ (Fig. 1A). The combination of these transgenes (*K5-rtTA;Col1a1::tetO-Nanog*) provides a Tet-ON tool that allows the inducible expression of *Nanog* in the basal layer of the skin, which includes the stem cell compartments^19^.

We first examined whether transgenic *Nanog* was specifically expressed in the basal layer of stratified epithelium. We treated adult *K5-rtTA*^*tg/.*^;*Col1a1*^*tetO-Nanog*/ + ^(abbreviated as TG) and their control littermates lacking the rtTA transactivator *Col1a1*^*tetO-Nanog*/ + ^(abbreviated as CTR) with doxycycline (DOX) in the drinking water (2 mg/ml) for a period of 48 hours. We observed *Nanog* overexpression selectively in tissues containing stratified epithelia, such as, forestomach, tongue, skin, and esophagus. As a negative control, we could not detect overexpression of transgenic *Nanog* in small intestine (non-stratified epithelial tissue) (Fig. 1B).

We also performed immunohistochemistry (IHC) of NANOG to determine its expression in the basal layer of the skin (Fig. 1C). Consistent with our previous study, NANOG was detected by IHC in CTR mice^16^. Also, as intended, after 48 hr treatment with DOX, TG mice showed stronger NANOG staining in the basal layer of the skin compared to the CTR (Fig. 1C). Of note, NANOG overexpression did not produce detectable histological alterations in the tail skin after 48 hr of DOX (Fig. 1C) or after continuous DOX administration during 9 months (Supplementary Figure S1). Therefore, at the levels of NANOG overexpression achieved with the *K5*-*rtTA* system, NANOG alone is not sufficient to alter the homeostasis of the skin.

To investigate the effect of NANOG in the context of mitogenic and inflammatory stimulation, we topically treated the tail skin of CTR and TG mice with 12-*O*-tetradecanoylphorbol 13-acetate (TPA). Four applications of TPA at 48 hr intervals resulted in augmented epidermal thickness compared to CTR mice (Fig. 1D,E). This hyperplasia was accompanied by a clear increase in proliferating keratinocytes (detected by Ki67 staining) in the basal and suprabasal layers of TG mice compared to CTR ones, as well as a decrease of the differentiation marker LORICRIN (Fig. 1F). The mitogenic activity of NANOG in the epidermis is in agreement with our previous observations upon whole-body NANOG induction^16^ and also with the recent finding that NANOG is activated by the TPA-target PKCε^20^. We conclude that NANOG has the capacity to augment epidermal proliferation and to impair differentiation under conditions of mitogenic stimulation.

### NANOG promotes squamous cell carcinoma (SCC) formation

Recent reports have shown that NANOG is overexpressed in human and mouse SCCs^12^,^13^,^14^,^15^,^16^. To address whether high levels of NANOG can contribute to tumorigenesis, we induced skin tumors using the classical two-stage chemical carcinogenesis protocol based on the mutagen 7,12-dimethylbenz(a)anthracene (DMBA) and the promoter TPA^21^. We used CTR and TG mice in a C57BL/6 background, which is known to be resistant to carcinoma formation^22^, and administered DOX throughout the entire protocol (Fig. 2A). There were no significant differences in the kinetics of papilloma formation (Fig. 2B), or in the total number and size of papillomas at the end of the experiment (Supplementary Figure S2A and B). Interestingly, at around 20 weeks of treatment, tumors resembling SCCs started to appear exclusively in the TG mice (Fig. 2C). In many cases (~40%), TG mice had to be sacrificed before the finalization of the observation period because carcinomas were larger than 1.5 cm (humane endpoint) (Supplementary Figure S2C). All tumors were characterized at the end of the protocol or at the humane endpoint. As expected for the C57BL/6 background, all CTR tumors were benign papillomas. In contrast, a remarkable fraction of tumors (>15%) from the TG mice had progressed to SCCs (Fig. 2D,E). We confirmed NANOG overexpression in the TG papillomas and carcinomas (Supplementary Figure S2D and E). We also noticed that the endogenous *Nanog* gene was upregulated in TG papillomas and carcinomas (Supplementary Figure S2D), suggesting that transgenic *Nanog* may upregulate the expression of the endogenous *Nanog* allele. Interestingly, some *Nanog-*SCCs presented areas with spindle histology (Fig. 2D) and in one case we have detected metastasis to a lymph node (Fig. 2D). The protein and mRNA levels of NANOG were similarly high in the metastasis and the SCC from the same animal (Supplementary Figure S2F and G).

To further explore the association between NANOG and skin tumorigenesis, we analyzed NANOG protein and mRNA levels in different cell lines previously obtained from DMBA/TPA-induced tumors. Spindle SCC-derived cell lines (CarB, CarC and MSC11A5) and non-spindle SCC-derived cell line (MSC11B9) expressed higher levels of NANOG, compared to cell lines derived from papillomas (PB) or transformed keratinocytes (PDV) (Fig. 2F).

Together, these results demonstrate that NANOG can promote malignant progression to skin squamous cell carcinoma.

### NANOG induces EMT targets in skin papillomas

To obtain mechanistic insight on how NANOG promotes skin tumorigenesis, we performed RNA-seq of CTR (n = 4) and TG (n = 3) papillomas. This analysis revealed a small number of differentially-expressed genes upregulated by transgenic *Nanog* expression (97 genes; see **Table S1**). 

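RNA from papillomas of 4 CTR mice and 3 TG mice was sequenced, with a separate library for each mouse. Both groups carried the *tetO-Nanog* allele and received DOX (2 mg/ml) in the drinking water during the DMBA/TPA protocol, in which the carcinogen DMBA starts tumors and repeated TPA promotes them. Only TG mice carried the *K5-rtTA* transgene, which turns the allele on in keratinocytes. The paper's methods name the RNeasy Fibrous Tissue Mini Kit for the RNA, while the sample labels name Trizol with another RNeasy kit. PolyA+ RNA with an RNA integrity number above 7 was made into stranded libraries and read for 40 bases from a single end. The authors aligned the reads to the mouse genome GRCm38/mm10 with TopHat 2.0.4 and estimated abundances with Cufflinks 1.3.0, separately for each papilloma. They deposited FPKM values, in which the fragments of a gene are divided by transcript length and by the mapped fragments of the library, each with a confidence interval and a status. No further scaling between papillomas was applied. The files give no read numbers. The width of the Cufflinks intervals implied 10671027 reads on genes in CTR 1, 10074859 in CTR 2, 15622165 in CTR 3 and 10096919 in CTR 4. For TG papillomas it implied 15710562 reads in TG 1, 10615203 in TG 2 and 10520860 in TG 3. Between 66.8% and 68.4% of the values under 50 implied reads came out as whole reads, so these depths are approximate.

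Each papilloma had values for 23284 gene symbols. A symbol listed at more than 1 locus was summed (240 symbols), and 162 symbols whose estimate had failed in at least 1 papilloma were left out. The median FPKM was 1.04 in TG 3 and between 0.481 and 0.596 in the other papillomas. Pearson correlations of log2(FPKM + 0.5) across the tested genes lay between 0.903 and 0.937 for pairs with TG 3, and between 0.945 and 0.977 for the other pairs. Genes are not independent replicates in such a correlation. TG and CTR papillomas were compared with limma (linear models with moderated variances) on log2(FPKM + 0.5), for the 12299 genes with a mean FPKM of at least 0.5 over the 7 papillomas. P-values were 2-sided and adjusted by the Benjamini-Hochberg method. A difference on this scale understates the change of genes with low FPKM. For single genes, an exact permutation test compared the group means over all 35 splits of the 7 papillomas into 4 and 3. The smallest p this design allows is 0.029. Cuffdiff, the test that goes with Cufflinks, needs the aligned reads and was not used here.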

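*Nanog*, on chromosome 6 from 122707568 to 122713778 (GRCm38), reached 36.9 FPKM in TG 1, 57.4 in TG 2 and 66.9 in TG 3. In CTR papillomas it was 2.70 FPKM in CTR 1, 2.84 in CTR 2, 12.7 in CTR 3 and 3.35 in CTR 4. The means were 53.8 ± 15.3 FPKM (SD, n = 3) in TG and 5.41 ± 4.9 FPKM (SD, n = 4) in CTR papillomas. The log2 difference was 3.45 (standard error 0.48, adjusted p = 0.400 from limma with Benjamini-Hochberg adjustment). Every TG papilloma exceeded every CTR papilloma (2-sided exact permutation test, p = 0.0286, the smallest possible). The transgene carries a *Nanog* cDNA, and these values do not separate its transcripts from those of the endogenous gene.

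Over the 12299 tested genes, 0 were higher and 0 were lower in TG papillomas at an adjusted p under 0.05. At an unadjusted p under 0.05, 598 genes were higher and 241 lower. The alternative that moved these counts most gave each papilloma a quality weight estimated by limma, with 49 genes higher and 36 lower at an adjusted p under 0.05. With the replicate number as a block, 0 genes passed in each direction. The block left 505 genes higher in TG papillomas at unadjusted p under 0.05, and 170 genes lower in TG papillomas at unadjusted p under 0.05. CTR 4 has no partner in the block and does not inform this difference. Deviations from the group means correlated at -0.0964 for same-numbered and at 0.0561 for differently numbered papillomas. Centering on the group means partly fixes these values, so they do not settle whether the papillomas were paired. CTR 3 and TG 1 were sequenced more deeply than the others. The deeper papillomas are 1 in each group, too few to compare. Within the other 3 CTR and 2 TG papillomas, a comparison chosen after seeing the data, 1 gene was higher and 0 were lower at an adjusted p under 0.05. That gene was *Nanog* (log2 difference 4.18, adjusted p = 0.00364 from limma). *Nanog* also passed when only CTR 3, the CTR papilloma with its highest value, was left out (log2 difference 3.93, adjusted p = 0.00364 from limma). Its passing can therefore not be tied to depth. In the papillomas of lower depth, the unadjusted counts were 456 higher and 175 lower. With the depth group as a covariate, also chosen after seeing the data, 0 genes passed in each direction, and the unadjusted counts were 590 higher and 279 lower. The excess of higher genes at an unadjusted p under 0.05 did not hold in every alternative. Quantile normalization gave 394 higher and 561 lower, and the quality weights gave 1161 and 1248. Upper-quartile scaling gave 515 higher and 418 lower.

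Of the 97 genes of Table S1, 93 were found by symbol and 4 by a RefSeq synonym, and 83 were among the tested genes. The mean log2 value was higher in TG papillomas for 96 of the 97, all except *Pbp*, which was matched to *Pebp1* by synonym. Of the 96, 24 had an unadjusted and 0 an adjusted p under 0.05. For 20 genes, every TG papilloma exceeded every CTR papilloma. The highest of the 7 values was in TG 3 for 80 genes, and TG 3 held over 60% of the summed TG FPKM for 75 genes. Relative to the CTR mean, the median log2 difference of the 97 genes was 0.05 in TG 1, 0.27 in TG 2 and 3.43 in TG 3. Without TG 3, 69 genes kept a higher mean in TG and 28 did not.

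**Figure D1:**
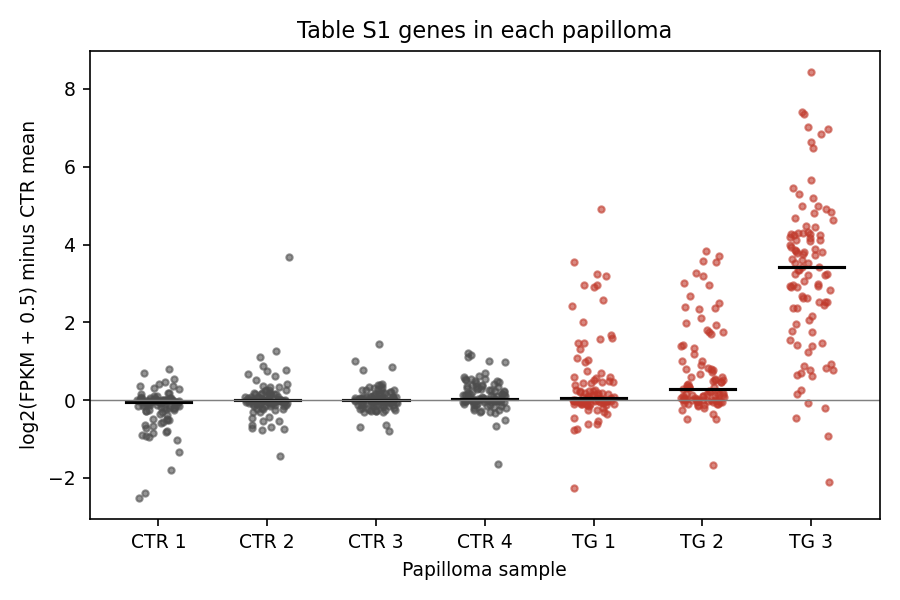
Table S1 genes in each papilloma. The y axis shows log2(FPKM + 0.5) minus the mean of the 4 CTR papillomas, each point is 1 of the 97 genes, and the bars are the medians, 0.05 in TG 1, 0.27 in TG 2 and 3.43 in TG 3.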

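The 5 genes with the smallest q-values in Table S1 are *Ttn*, *Car3*, *Ckm*, *Myh1* and *Rps4y2*. *Car3*, on chromosome 3 from 14863538 to 14872373, had 86.5 FPKM in TG 3, 0.0661 in TG 1 and 0.184 in TG 2, and 0.016 ± 0.032 FPKM (SD, n = 4) in CTR papillomas. *Ckm*, on chromosome 7 from 19411094 to 19421583, had 92.5 FPKM in TG 3 and at most 0.486 FPKM in the other 6 papillomas. *Ttn* (chromosome 2, from 76703984 to 76982547) and *Myh1* (chromosome 11, from 67200114 to 67224575) had 2.12 and 18.1 FPKM in TG 3. TG 3 held between 99.2% and 99.7% of the summed TG FPKM of these 4 genes. *Rps4y2*, on chromosome 6 from 148354656 to 148355596, had 37.9 FPKM in TG 1, 16.1 in TG 2 and 1.67 in TG 3, against 0.964 ± 0.924 FPKM (SD, n = 4) in CTR papillomas. The spread within the TG group (SD) exceeded the difference between the group means for each of the 5 genes. The adjusted p from limma was 0.587 for *Rps4y2* and between 0.813 and 0.842 for *Car3*, *Ckm* and *Myh1*. *Ttn* was below the FPKM minimum of the test.

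Among genes higher in every TG papilloma, those with the smallest p-values from limma included *Nanog*, *Slc5a8*, *Smox* and *Plau*. *Slc5a8* (chromosome 10, from 88885992 to 88929515) had 8.72 ± 3.4 FPKM (SD, n = 3) in TG and 1.66 ± 0.304 FPKM (SD, n = 4) in CTR papillomas, a log2 difference of 2.02 (adjusted p = 0.400 from limma). *Smox* (chromosome 2, from 131491862 to 131525183) had 39.9 ± 5.11 FPKM against 18.8 ± 2.69 FPKM. The log2 difference was 1.07 for *Smox* and 1.52 for *Plau* (chromosome 14, from 20836662 to 20843388). Among genes lower in every TG papilloma, the smallest p-values belonged to *Ptgr1*, *Fbp2*, *Fam171a1*, *H1fx* and *Rbp7*. *Ptgr1* (chromosome 4, from 58965590 to 58987078) had 74.7 ± 9.04 FPKM in TG and 175.5 ± 32.3 FPKM in CTR papillomas, a log2 difference of -1.22. *Fbp2* (chromosome 13, from 62836885 to 62858370) differed by -2.63, *Fam171a1* (chromosome 2, from 3118388 to 3227809) by -1.57, *H1fx* (chromosome 6, from 87980421 to 87981482) by -1.26 and *Rbp7* (chromosome 4, from 149449702 to 149454968) by -2.66 on the log2 scale. The adjusted p was 0.498 for *Smox*, *Plau* and each of the 5 lower genes, so none passed the adjustment.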

We noted the presence of a high number of genes (up to 13 genes) previously associated to epithelial-mesenchymal transition (EMT) (**Table S1**). This was confirmed by gene set enrichment analysis (GSEA) of a number of published EMT signatures^23^,^24^,^25^ (Fig. 3A). 

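3 of the EMT genes that the paper's text names are in Table S1, *Prrx1*, *Wnt5a* and *Vcan*. Table S1 marks its EMT genes by color. These marks were not available here, so its other EMT genes were not examined as such. *Wnt5a*, on chromosome 14 from 28505473 to 28525515, had 11.3 FPKM in TG 1, 12.1 in TG 2 and 5.65 in TG 3, and 3.52 ± 1.06 FPKM (SD, n = 4) in CTR papillomas. Its log2 difference was 1.31 (standard error 0.30, adjusted p = 0.538 from limma), and it was higher in 12 of the 12 pairs of a TG and a CTR papilloma (2-sided exact permutation test, p = 0.0286). *Prrx1*, on chromosome 1 from 163245119 to 163313650, had 6.14 FPKM in TG 3, 1.18 in TG 1 and 1.14 in TG 2, and its mean in CTR papillomas was 1.02 ± 0.44 FPKM (SD, n = 4). It was higher in 10 of the 12 pairs, with a log2 difference of 0.84 (standard error 0.49, adjusted p = 0.826), and the difference was within the spread of the papillomas (2-sided exact permutation test, p = 0.200). *Vcan*, on chromosome 13 from 89655310 to 89742512, had 4.23 FPKM in TG 3, 1.05 in TG 1 and 0.602 in TG 2, against 0.950 ± 0.413 FPKM (SD, n = 4) in CTR papillomas. It was higher in 7 of the 12 pairs, with a log2 difference of 0.51 (standard error 0.47, adjusted p = 0.888), again within the spread (2-sided exact permutation test, p = 0.486). Without TG 3 the sign of the *Vcan* difference changed, to -0.11. The log2 ratio of the mean FPKM values, without a pseudocount, was 1.46 for *Wnt5a*, 1.47 for *Prrx1* and 1.05 for *Vcan*, and the paper's reported values in Table S1 are 1.32, 1.39 and 1.02.

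**Figure D2:**
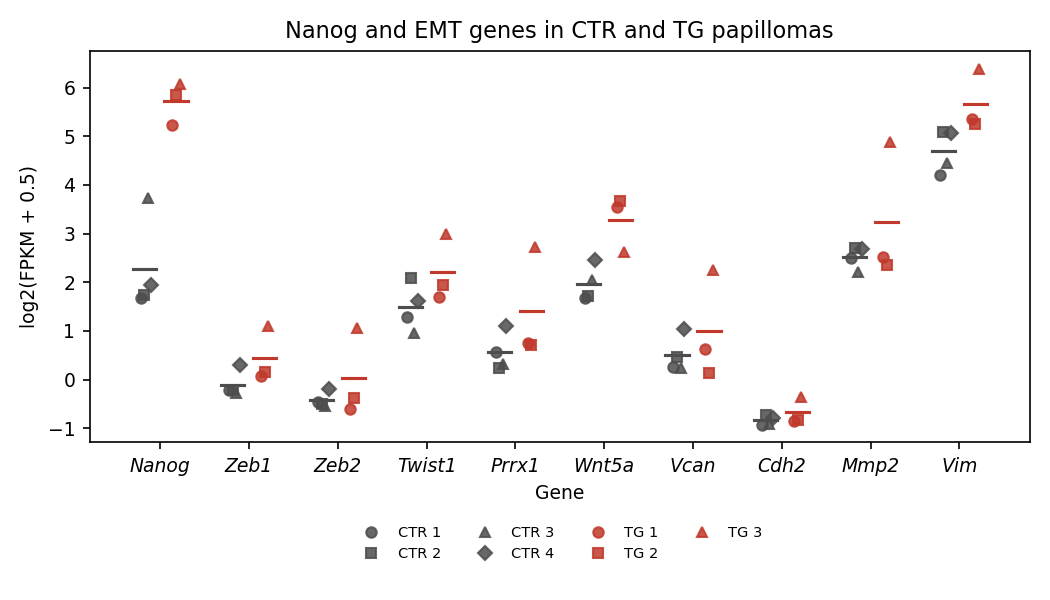
*Nanog* and EMT genes in CTR and TG papillomas. The y axis shows log2(FPKM + 0.5), each symbol is 1 papilloma, with 4 CTR papillomas in grey and 3 TG papillomas in red, and the bars are group means. TG 3 is the highest point for each EMT gene except *Wnt5a*, where it has 5.65 FPKM.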

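The gene lists of the published EMT signatures were not used here. In their place, the 9 EMT genes that the paper names as upregulated (*Zeb1*, *Zeb2*, *Twist1*, *Prrx1*, *Wnt5a*, *Vcan*, *Cdh2*, *Mmp2* and *Vim*) were tested by preranked enrichment, with the genes ordered by limma's statistic and a weight of 1. 7 of the 9 had enough expression to be ranked. They lay between rank 29 (*Wnt5a*) and rank 2922 (*Vcan*) of 12299, and 3 were among the highest 1229 genes. The normalized enrichment score was 1.65 (1-sided permutation test with 1000 random gene sets of the same size, p = 0.00946, unchanged after adjustment for the 2 gene sets tested). Random gene sets treat genes as independent, and this p does not reflect the spread between papillomas. The alternative that moved the score most was leaving out TG 2, with 1.91. With no filter on low values it was 1.47 (p = 0.0537 in the same permutation test), and without TG 3 it was 1.49, again with a permutation p above 0.05.

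The paper names 3 of these genes from Table S1, which was made from the same papillomas. The mean of the 9 genes on the log2 scale, each centered on its mean over the papillomas, was -0.461 in CTR 1, -0.243 in CTR 2, -0.507 in CTR 3 and 0.0261 in CTR 4. It was 0.00988 in TG 1, -0.00403 in TG 2 and 1.18 in TG 3. The difference between TG and CTR means was 0.69, with a p above 0.05 (2-sided exact permutation test, p = 0.114). It was 0.81 within the papillomas of lower depth. From its RNA-seq results together with its qRT-PCR, IHC, primary keratinocyte, microRNA and signaling data (Fig. 3), the paper concludes that NANOG drives SCC tumorigenesis in association with the upregulation of EMT drivers.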

We validated by qRT-PCR the upregulation of EMT drivers, such as *Zeb1*, *Zeb2*, *Twist* and *Prrx1*, and EMT mediators, such as *Wnt5a*, *Vcan*, *Ncadh* and *Mmp2* both in *Nanog-*papillomas and in *Nanog-*SCCs (Fig. 3B). Of note, downregulation of E-cadherin was also observed by qRT-PCR and IHC (Fig. 3B and Supplementary Figure S3A), as well as upregulation of the mesenchymal marker VIMENTIN in *Nanog*-SCCs (Supplementary Figure S3A).

Based on the above findings, we asked whether NANOG had the ability to initiate an EMT program in primary keratinocytes. For this, we extracted keratinocytes from CTR and TG neonates and induced *Nanog* expression by *in vitro* treatment with DOX for 48 hr (Supplementary Figure S3B). Interestingly, NANOG was able to upregulate a subset of EMT mediators in primary keratinocytes as soon as 48 hr after induction (Fig. 3C).

MicroRNAs (miRs) have been also implicated as important regulators of EMT and malignancy, being particularly important miR-21, as inducer of EMT, and the miR-200 and miR-34 families, as negative regulators of EMT^26^,^27^,^28^,^29^. We examined the expression of these miRNAs in normal skin, papillomas and carcinomas. Interestingly, by qRT-PCR and *in situ* hybridization (ISH), we found that miR-21 was significantly upregulated in the back skin, papillomas and SCCs after induction of *Nanog* for 30 weeks (Fig. 3D,E and Supplementary Figure S2G). In contrast, miRNAs from the miR-200 and miR-34 families were essentially unchanged between CTR and TG samples (Supplementary Figure S3C). It has been reported that NANOG requires phosphorylated STAT3 (pSTAT3) for efficient upregulation of *miR-21* in head and neck SCC cell lines^13^. In this regard, we found that NANOG-overexpressing papillomas also express high levels of pSTAT3 (Fig. 3F), thereby lending support to the above-mentioned link between NANOG and pSTAT3 in SCCs. The biological effects of miR-21 go beyond EMT and include the activation of oncogenic signaling pathways, as reflected by an increase in the phosphorylated forms of AKT (pAKT) and ERK (pERK)^26^,^28^,^30^. In agreement with this, we observed increased levels of pAKT and pERK (Fig. 3F,G) in *Nanog*-driven tumors.

Together, these observations indicate that NANOG drives SCC tumorigenesis in association with the upregulation of EMT drivers, notably including *Zeb1*, *Zeb2*, *Twist*, *Prrx1* and *miR-21*.

### NANOG induces cancer stem cell markers in skin papillomas

Examination of the list of upregulated genes in *Nanog*-papillomas also revealed the presence of genes previously related to cancer stem cell properties (**Table S1**). 

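*Cxcl12* lies on chromosome 6 from 117168535 to 117181368, and *H19*, a long noncoding RNA, on chromosome 7 from 142575532 to 142578146. They are the 2 genes of Table S1 that the paper's text names for cancer stem cells. Table S1 also marks such genes by color, and these marks were not available here. *Cxcl12* had 0.564 FPKM in TG 1, 1.03 in TG 2 and 9.7 in TG 3, against 0.266 ± 0.0644 FPKM (SD, n = 4) in CTR papillomas. The log2 difference was 1.74 (standard error 0.67, adjusted p = 0.702 from limma), and it was higher in 12 of the 12 pairs of a TG and a CTR papilloma (2-sided exact permutation test, p = 0.0286). *H19* had 0.0928 FPKM in TG 1, 4.57 in TG 2 and 13.4 in TG 3, against 0.135 ± 0.0798 FPKM (SD, n = 4) in CTR papillomas. It was higher in 10 of the 12 pairs, with TG 1 inside the range of the CTR papillomas, and its log2 difference was 2.46 (standard error 0.87, adjusted p = 0.687). The p of that difference was above 0.05 (2-sided exact permutation test, p = 0.0857, where 0.029 is the smallest possible). TG 3 held 85.9% of the summed TG FPKM of *Cxcl12* and 74.2% of that of *H19*.

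**Figure D3:**
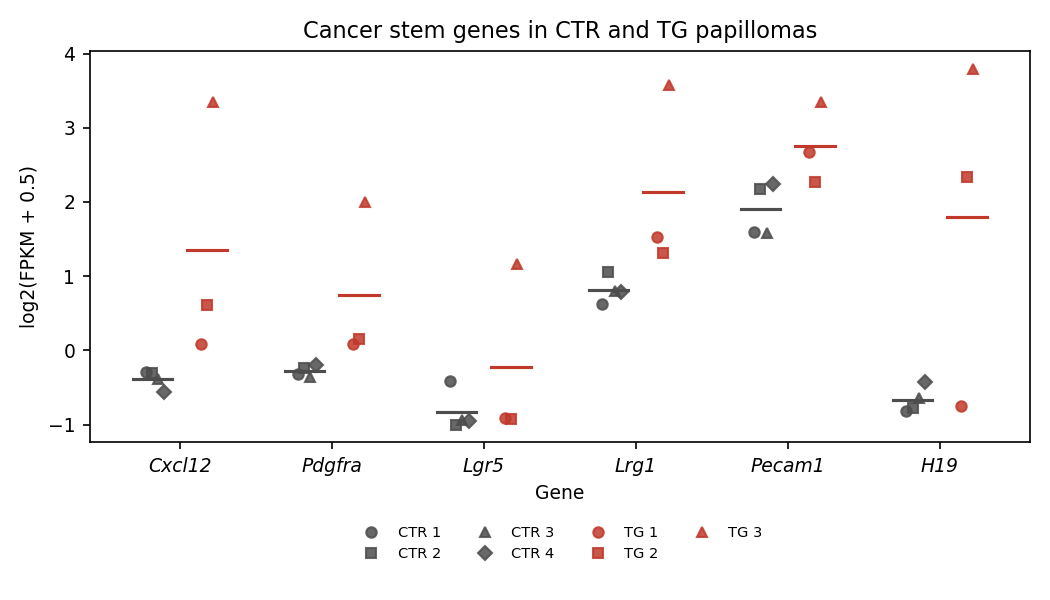
Cancer stem genes in CTR and TG papillomas. The y axis shows log2(FPKM + 0.5), each symbol is 1 papilloma, with 4 CTR papillomas in grey and 3 TG papillomas in red, and the bars are group means. TG 3 is the highest point for each gene, with 9.7 FPKM for *Cxcl12* and 13.4 FPKM for *H19*.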

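6 genes that the paper relates to cancer stem cells, *Cxcl12*, *Pdgfra*, *Lgr5*, *Lrg1*, *Pecam1* and *H19*, were tested as a set in the same ranking of genes. 5 of the 6 were ranked, all among the highest 1229 genes, between rank 208 (*Pecam1*) and rank 569 (*Pdgfra*). The normalized enrichment score was 1.84 (1-sided permutation test with 1000 random gene sets, p = 0.00162, adjusted p = 0.00324 for the 2 gene sets). As for the EMT genes, this p does not reflect the spread between papillomas. *Cxcl12* and *H19* are from Table S1, which was made from the same papillomas. The p-values of this set are therefore not independent of how its genes were chosen. The centered mean of the 6 genes lay between -0.657 and -0.512 in CTR papillomas and was -0.215 in TG 1, 0.295 in TG 2 and 2.21 in TG 3. The difference between the group means was 1.33 on the log2 scale, and every TG papilloma was above every CTR papilloma (2-sided exact permutation test, p = 0.0286, 0.172 after adjustment for 12 gene sets). Within the papillomas of lower depth the difference was 1.80. Without TG 3 it was 0.61, in a design of 4 against 2 papillomas that allows no permutation p under 0.067.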

Gene set enrichment analysis (GSEA) using a cancer stem cell signature from breast cancer^31^ confirmed this idea (Fig. 4A). A number of genes related to cancer stem cells were validated by qRT-PCR, including *Cxcl12/Sdf-1, Pdgfra*, *Lgr5*, *Lrg1*, *Pecam1/CD31*, *H19* and *Src2*, which were all significantly upregulated in *Nanog-*papillomas and *Nanog-*SCCs relative to control papillomas (Fig. 4B).

### NANOG directly binds to the promoters of its target genes in SCC cells

We took advantage of the ENCODE project^32^ to examine ChIP-seq data of NANOG in human ESCs. Remarkably, the above-mentioned *Nanog*-upregulated genes involved in EMT or in cancer stem cells presented NANOG binding sites in human ESCs according to the ENCODE data (see Supplementary Methods), and we confirmed this in human embryonal carcinoma NTERA2 cells (Supplementary Figure S4). We wondered if endogenous NANOG was also bound to these genes in SCC cells. To test this, we performed ChIP in the human esophageal SCC (ESCC) cell line TE2, which is known to have high endogenous levels of NANOG^16^. Interestingly, we observed direct binding of endogenous NANOG to the promoters of EMT mediators *PRRX1* and *ZEB2*, as well as, to stem- and malignancy-related genes *PDGFRA* and *LGR5* (Fig. 4C).

### NANOG promotes EMT in a cell-autonomous manner

To investigate if NANOG overexpression in keratinocytes could recapitulate the observed *in vivo* phenotype, we infected human immortalized HaCat keratinocytes with a lentivirus encoding NANOG1 under the EF-1a promoter, as well as a control empty lentivirus (EV). After puromycin selection, we confirmed NANOG overexpression by immunoblotting (Fig. 5A), as well as by qRT-PCR (Fig. 5B). We confirmed by immunofluorescence that exogenous NANOG1 correctly localized to the nucleus (Supplementary Figure S5A). Additionally, we also confirmed upregulation of EMT mediators, such as *TWIST1*, *ZEB1*, *NCADHERIN, VIMENTIN* and *MIR-21*, as well as downregulation of *ECADHERIN* (Fig. 5B). Expression of *PRRX1* was below detection level in HaCat cells. To examine the functional consequences of NANOG overexpression, we focused on cell migration, which is a cell phenotype generally associated to EMT^33^. Interestingly, overexpression of NANOG in HaCat cells increased their migration capacity (Fig. 5C).

Finally, we silenced *NANOG* mRNA in TE2 ESCC cells using a siRNA-*NANOG* pool and compared it to its control (siRNA-scrambled or siRNA-SCR). We confirmed *NANOG* knockdown by immunoblotting (Fig. 5D) and by qRT-PCR (Fig. 5E). Interestingly, downregulation of *NANOG* led to decreased levels of EMT markers and genes related to stem features and malignancy (Fig. 5E). Also, shRNA-mediated downregulation of murine Nanog mRNA in spindle SCC MSC11A5 cells resulted in decreased migration activity (Supplementary Figure S5B).

Together, our results unravel a novel function of NANOG in promoting EMT and malignancy in squamous cell carcinomas.

## Discussion

Expression of high levels of NANOG is a distinctive feature of human squamous cell carcinomas (SCCs), such as head and neck SCCs and esophageal SCCs^12^,^13^,^15^,^16^. Here, we show that transgenic *Nanog* expression in the skin epidermis promotes the conversion of skin papillomas into skin SCCs. In particular, overexpression of *Nanog* greatly increased the rate of malignant conversion of papillomas into skin SCCs. 

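The RNA-seq values of *Zeb1*, *Zeb2* and *Twist1* in papillomas were compared gene by gene. *Zeb1* (chromosome 18, from 5591860 to 5775468) had 0.556, 0.613 and 1.66 FPKM in TG 1, TG 2 and TG 3, and 0.443 ± 0.191 FPKM (SD, n = 4) in CTR papillomas. It was higher in 10 of the 12 pairs of a TG and a CTR papilloma, with a log2 difference of 0.55 (adjusted p = 0.826 from limma, and p = 0.114 in a 2-sided exact permutation test). *Zeb2* (chromosome 2, from 44983634 to 45113279) had 0.155 FPKM in TG 1, 0.271 in TG 2 and 1.57 in TG 3, and 0.249 ± 0.089 FPKM (SD, n = 4) in CTR papillomas. This gene was below the FPKM minimum for limma, it was higher in 7 of the 12 pairs, and its log2 difference of 0.45 was within the spread between papillomas (2-sided exact permutation test, p = 0.457). Without TG 3 the *Zeb2* difference was -0.07. *Twist1* (chromosome 12, from 33957671 to 33959831) had 4.49 ± 2.54 FPKM (SD, n = 3) in TG and 2.41 ± 1.00 FPKM (SD, n = 4) in CTR papillomas. Its log2 difference was 0.72 and passed neither test (2-sided exact permutation test, p = 0.171, adjusted p = 0.799 from limma).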

Analysis of the global transcriptional profiles of papillomas by RNA-seq indicated that, at this early stage of tumorigenesis, transgenic NANOG is already upregulating key transcriptional regulators of EMT. A connection between NANOG and EMT had been already proposed based on studies with *in vitro* cultured cancer cells^34^,^35^. Here, we extend this concept to an *in vivo* model of tumorigenesis. 

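*Snai1*, which encodes SNAIL, lies on chromosome 2 from 167538227 to 167542811 and had 0.643 FPKM in TG 1, 0.570 in TG 2 and 1.83 in TG 3. In CTR papillomas it had 0.347 ± 0.188 FPKM (SD, n = 4), with a highest value of 0.528 in CTR 4. All 12 pairs of a TG and a CTR papilloma were higher in TG, with a log2 difference of 0.77 (2-sided exact permutation test, p = 0.0286). With adjustment for all tested genes it did not pass (adjusted p = 0.736 from limma). *Snai2*, which encodes SLUG and lies on chromosome 16 from 14705859 to 14709382, had 12.0 ± 3.06 FPKM (SD, n = 3) in TG and 11.8 ± 1.81 FPKM (SD, n = 4) in CTR papillomas. Its log2 difference was 0.01 (2-sided exact permutation test, p = 0.971), and it was -0.05 after upper-quartile scaling.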

In particular, *Nanog*-overexpressing papillomas show upregulation of several EMT mediators (*Zeb1*, *Zeb2, Twist*) and the master EMT inducer *Prrx1*, but not of the classical EMT inducers *Snail/Slug*. In this regard, it has been proposed that PRRX1 and SNAIL constitute independent pathways to induce EMT^36^. Also, *Nanog*-overexpressing papillomas upregulate *miR-21*, which is another key inducer of EMT^26^,^37^ previously shown to be regulated by NANOG in cultured cells^13^. Other miRNAs involved in the inhibition of EMT, such as *miR-200* and *miR-34*, were not found altered in *Nanog*-overexpressing papillomas. To further extend these findings, we show that NANOG regulates the expression of EMT mediators in primary mouse keratinocytes, in immortalized human keratinocytes (HaCat), and in human esophageal SCC cells (TE2). Moreover, we show in TE2 cells that endogenous NANOG directly binds to the promoter region of key EMT inducers and mediators, including, *PRRX1* and *ZEB2*. In agreement with the established role of NANOG in migration^9^,^10^, we show that NANOG overexpression in human keratinocyte-derived cells (HaCat) increases cell migration and, conversely, downregulation of NANOG in mouse SCC cells reduces their migration capacity.

In addition to EMT, we have observed that *Nanog*-overexpressing papillomas upregulate genes associated to cancer stem features, most notably, *Cxcl12/Sdf-1*^38^, *Lgr5*^39^ and *Pdgfra*^40^. 

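*Pdgfra*, on chromosome 5 from 75152291 to 75198204, had 0.563 FPKM in TG 1, 0.613 in TG 2 and 3.52 in TG 3, against 0.324 ± 0.0409 FPKM (SD, n = 4) in CTR papillomas. It was higher in all 12 pairs, with a log2 difference of 1.03 (standard error 0.45, adjusted p = 0.729 from limma, and p = 0.0286 in a 2-sided exact permutation test). *Lgr5*, on chromosome 10 from 115450314 to 115587780, had 1.74 FPKM in TG 3, 0.0297 in TG 1 and 0.0286 in TG 2. In CTR papillomas it had 0.252 FPKM in CTR 1 and at most 0.0198 in the other three, with a value of 0 in CTR 2. Its log2 difference of 0.60 was within the spread between papillomas (2-sided exact permutation test, p = 0.457), TG 3 held 96.8% of the summed TG FPKM, and without TG 3 the difference was -0.09.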

Of note, endogenous NANOG binds the promoter of these genes in human esophageal SCC TE2 cells.

In summary, we demonstrate *in vivo* that NANOG has oncogenic potential to induce skin SCCs and this occurs in association with NANOG-dependent induction of an EMT program and cancer stem features.

## Methods

### Mice

Mice were housed at the specific pathogen-free (SPF) barrier area of the Spanish National Cancer Research Centre (CNIO), Madrid. Mice were observed on a daily basis and sacrificed when they showed overt signs of morbidity in accordance to the *Guidelines for Humane Endpoints for Animals Used in Biomedical Research* from the Council for International Organizations of Medical Sciences (CIOMS). All animal procedures were performed according to protocols approved by the CNIO-ISCIII Ethics Committee for Research and Animal Welfare (CEIyBA). The *tetO*-*Nanog* allele contains the *Nanog*-cDNA under the control of the doxycycline (DOX)-responsive promoter (*tetO*) inserted downstream of the *Col1a1* locus, (mice carrying this allele were a kind gift from Konrad Hochedlinger), and this allele is similar to the one described elsewhere for the generation of OCT4 inducible mice^17^. The *K5*-*rtTA* mouse contains a transgene with the reverse tetracycline transactivator (rtTA) cloned downstream from the bovine cytokeratin promoter (K5), as previously described^18^ (a kind gift from Silvio Gutkind). Mice carrying these alleles were combined and backcrossed (five consecutive backcrosses) with wild-type C57BL/6 mice to generate control *Col1a1*^*tetO-Nanog*/+^(CTR) and *Nanog*-inducible *Col1a1*^*tetO-Nanog*/+^; *K5-rTA*^tg/.^ (TG) littermate mice of C57BL/6 background. Transgene expression was induced in mice by replacing normal drinking water with 7.5% sucrose solution containing doxycycline (2 mg/ml) and the DOX-containing water was changed every 2-3 days.

To induce epidermal proliferation, mouse tail skin in telogen (resting) phase of the hair cycle was topically treated every 48 hr with TPA (20 nmol in acetone) (cat # P8139; Sigma) for a total of four doses. Control mice of each genotype were treated with acetone alone. Mice were sacrificed 24 hr after the last TPA treatment, and the tail skin was analyzed.

### DMBA/TPA chemical carcinogenesis assay

Age-matched (8–10 weeks old) mice of each genotype, CTR and TG were given doxycycline in their drinking water, which was changed every 2–3 days throughout the entire treatment. After 48 hr, a single dose of 100 nmol of DMBA (cat # D3254; Sigma) in 0.2 ml acetone was topically applied to the shaved dorsal skins. One week later, 17 nmol TPA (cat # P8139; Sigma) in 0.2 ml acetone was administered topically to the same area twice per week for 15 weeks. After 15 weeks of TPA treatment, mice were under observation for another period of 15 weeks and then sacrificed for histopathological analyses. Mice were evaluated weekly for papilloma development. Only tumors that had attained a size of 1 mm were counted. Mice with tumors larger than 1.5 cm were sacrificed considering humane endpoint before the end of the treatment, and analyzed histopathologically.

### Cell culture

Transformed human keratinocyte cell line HaCat, human teratocarcinoma cell line NTERA2, human esophageal SCC cell line TE2^41^ (kind gifts of Anil Rustgi), mouse squamous cell carcinoma cell lines MSC11B9^42^ and Pam212^43^, and mouse spindle cell carcinoma cell lines CarC^44^ and MSC11A5^42^ (kind gifts of Miguel Quintanilla) were all grown in (DMEM) (Gibco) supplemented with 10% fetal bovine serum (Invitrogen) and antibiotic-antimycotic solution (Gibco). Mouse transformed keratinocytes PDV^45^, mouse papilloma-derived cell line PB^46^, and mouse spindle cell carcinoma cell line CarB^44^ (kind gifts of Miguel Quintanilla) were grown Ham’s F-12 medium (Gibco) supplemented with 10% fetal bovine serum (Invitrogen) and antibiotic-antimycotic solution (Gibco). Mouse primary keratinocytes were freshly isolated from TG and CTR C57BL/6 neonates (days 1–3 post-partum). After dispase (STEMCELL Technologies) treatment the epidermis was separated from the dermis, minced and stirred. The derived cell suspension was then filtered through a sterile teflon mesh (Cell Strainer 0.7 μm, Falcon) to remove cornified sheets and keratinocytes were collected by centrifugation (160 × g) and seeded on collagen I pre-coated cell culture plates (BD Biosciences). Mouse primary keratinocytes were cultured in Cnt-07 (CELLnTEC) medium supplemented with antibiotic-antimycotic solution (Gibco). Transgene activation was done by adding doxycycline (DOX) to the medium (1 μg/ml).

### Histopathology, immunohistochemistry and in situ hybridization

Tissue samples were fixed in 10% buffered formalin, embedded in paraffin and sectioned at a thickness of 2.5 μm. Consecutive sections were stained with hematoxylin and eosin (H&E) and processed for immunohistochemistry performing antigen retrieval in a VENTANA DISCOVERY XT (Roche) with CC1 buffer and incubating them with the following two antibodies against mouse NANOG: Novus Biologicals, NB100-58842 lot# 5-1 (Fig. 1C,F **and S1**), and Cell Signaling Technology, D2A3, 8822 (**Figure S2E and S3A**). Other antibodies against mouse proteins were: p63 (Sigma, P3737), LORICRIN (Covance, PRB-145P), Ki67 (Master Diagnóstica, 000310QD), phospho-STAT3 (Tyr705) (Cell Signaling Technology, D23A7, 9145), E-CADHERIN (BD Biosciences, 610182), VIMENTIN (Cell Signaling Technology, D21H3, 5741) and phospho-AKT1 (S473) (Epitomis, EP2109Y, 2118-1). Following incubation with the primary antibodies, positive cells were visualized using 3,3-diaminobenzidine tetrahydrochloride plus (DAB+) as a chromogen. Counterstaining was performed with hematoxylin. Digital slides were acquired with a MIRAX SCAN (Zeiss) and images captured with the Pannoramic Viewer Software (3DHISTECH).

*In situ* hybridization (ISH) was performed with a *miR-21* Exiqon probe (microRNA ISH Optimization Kit 2 (FFPE)) and following the manufacturers’ instructions (Exiqon) using the Discovery XT immunohistochemistry system (Ventana Medical Systems).

### Immunofluorescence

Cells were plated in chambers and fixed in 4% paraformaldehyde for 10 min. Sections were blocked with 1% FBS for 1 hr at r.t., and then incubated for 2 hr at r.t. with an antibody recognizing the N-terminal region of human NANOG (Cell Signaling Technology, 4903) or the C-terminal region of human NANOG (R&D, AF1997) in Dako Antibody Diluent with Background Reducing Components. After washing (3 times with PBS 0.1% Triton X-100), slides were then stained with donkey anti-goat AlexaFluor555-conjugated secondary antibody for the C-terminal NANOG antibody or with goat anti-rabbit AlexaFluor488-conjugated secondary antibody for the N-terminal NANOG antibody (both secondary antibodies from Invitrogen) in Dako REAL^TM^ buffer, 1 hr at r.t., followed by 4’,6-Diamidino-2-phenylindole (DAPI) staining to visualize the nuclei. Slides were mounted with Vectashield antifade medium (Vector Laboratories) before confocal analysis. Confocal microscopy was performed with a TCS SP5 laser scanning spectral microscope (Leica Microsystems) equipped with a Plan-Apochromat 40x/1.2 NA oil objective. 8-bits images were acquired using the Leica LAS AF v.2.1 software (Leica Microsystems). The pictures show the maximum projection of Z-stacks.

### RNA sequencing

The RNA-seq data has been deposited in the GEO repository (accession number GSE56566). Total RNA was extracted from papillomas of 4 different CTR mice and papillomas of 3 different TG mice collected at the end of the protocol or at the humane endpoint using RNeasy Fibrous Tissue Mini Kit (Qiagen). 1 μg of total RNA, with RIN (RNA integrity number) numbers above 7 (Agilent 2100 Bioanalyzer), were used. PolyA+fractions were processed using TruSeq Stranded mRNA Sample Preparation Kit (Illumina). The resulting directional cDNA libraries were sequenced for 40 bases in a single-read format (Genome Analyzer IIx, Illumina). Reads were aligned to the mouse genome (GRCm38/mm10) with TopHat-2.0.4^47^ (using Bowtie 0.12.7^48^ and Samtools 0.1.16^49^; allowing two mismatches and five multihits. Transcripts assembly, estimation of their abundances and differential expression were calculated with Cufflinks 1.3.0^47^, using the mouse genome annotation data set GRCm38/mm10 from the UCSC Genome Browser^50^.

GSEAPreranked was used to perform a gene set enrichment analysis of the published EMT and CSC pathways. We used the RNA-seq gene list ranked by statistic, setting ‘gene set’ as the permutation method and we run it with 1000 permutations. We considered only those gene sets with significant enrichment levels (FDR q-value < 0.05)^51^.

### Quantitative real-time PCR

In the case of cultured cells and tissues, total RNA was obtained using RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions. In the case of miRNA analysis, total RNA was obtained from tissues using the miRNeasy Mini Kit (Qiagen) following the manufacturer’s instructions. To generate cDNA, total RNA was reverse transcribed using iScript Advanced First Strand cDNA synthesis kit (BioRad), according to the manufacturer’s protocols. Quantitative real-time PCR (qRT-PCR) was performed using *GoTaq qPCR* Master Mix (Promega) in an ABI PRISM 7700 thermocycler (Applied Biosystems). Calculation for the values was according to the ∆∆Ct method^52^ and using *Gapdh/GAPDH* as control.

TaqMan® MicroRNA Assays (Applied Biosystems) were used to quantify miRNAs in samples according to the manufacturer instructions with the TaqMan® Universal PCR Master Mix reagent kit (Applied Biosystems). Normalization was performed using U6 as housekeeping small RNA. qRT-PCR for miRNA was performed in an ABI 7500fast Real-Time PCR System.

### Protein analysis

Nuclear protein extracts were prepared using the Nuclear/Cytosol Fractionation kit (BioVision) following protocols provided by the manufacturer. Total lysates were prepared using lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 4 mM CaCl, 1.5% Triton X-100, protease inhibitors and micrococcal nuclease). In the case of tissue extracts, lysates were homogenized using a Precellys 24 tissue homogenizer. For immunoblotting, protein extracts were resolved using NuPAGE 4–12% gradient Bis-Tris gels, transferred to nitrocellulose and incubated with the corresponding antibodies. For murine NANOG detection, we used Calbiochem, SC1000. For human NANOG detection, we used Cell Signaling, D73G4XP. Other antibodies used were: γ-TUBULIN (Sigma, GTU-88), phospho-ERK1/2 (Thr202/Tyr204) (Cell Signaling, 9101), total ERK1/2 (Cell Signaling, 9102), phospho-AKT (Ser473) (Cell Signaling, 4058), p63 (Novus Biologicals, 4A4, NB100-691) and SMC1 (Bethyl, A300-055A). Quantification of immunoblots was done using the ImageJ software. Uncropped images of the immunoblots are shown in Supplementary Figure S6.

### Chromatin immunoprecipitation

Cells were crosslinked with 1% formaldehyde for 15 min at r.t. Crosslinking was stopped by the addition of glycine to a final concentration of 0.125 M. Fixed cells were lysed in lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl, pH 8.0 and protease inhibitors) and sonicated. As input, 80 μg of protein extract were reserved. For immunoprecipitation, 800 μg of protein were diluted in dilution buffer (1.1% Triton X-100, 0.01% SDS, 1.2 mM EDTA, 167 mM NaCl and 16.7mM Tris-HCl, pH 8.0 and protease inhibitors), pre-cleared with A/G plus-agarose pre-blocked with BSA (Santa Cruz) and incubated with an antibody against human NANOG (R&D Biosystems AF1997) or goat IgG isotype (Jackson ImmunoResearch, 005-000-003). Immune complexes were precipitated with A/G plus-agarose pre-blocked with BSA and washed sequentially with low-salt immune complex wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris-HCl pH 8.0), high-salt immune complex wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 500 mM NaCl, 20 mM Tris-HCl, pH 8.0), LiCl immune complex wash buffer (0.25 M LiCl, 1% NP-40, 1% deoxycholate-Na, 1 mM EDTA, 10 mM Tris-HCl, pH 8.0), and TE buffer (1 mM EDTA, 10 mM Tris-HCl pH 8.0), and finally eluted in elution buffer (1% SDS, 50 mM NaHCO_3_). All samples, including inputs, were subjected to reverse crosslinking, treated with proteinase K and DNase-free RNase, and DNA was extracted with QIAGEN PCR purification column (Qiagen) and resuspended in TE buffer. qPCR was performed in triplicate (technical replicates) in two independent experiments. Negative control corresponds to a genomic region that does not bind NANOG^53^. As a positive control, we have used the NANOG proximal promoter region, since NANOG is known to bind to its own promoter^53^.

### Cell transfection

For *NANOG* silencing, TE2 human esophageal cancer cells were transfected with a pool of four siRNA duplexes targeting *NANOG* (ON-TARGETplus Human NANOG (79923) siRNA, SMARTpool, Dharmacon) or with a pool of scramble siRNA duplexes (ON-TARGET*plus* Non-targeting Control Pool, SMARTpool, Dharmacon) using Lipofectamine RNAiMAX in Opti-MEM I (Invitrogen) according to the manufacturer’s instructions. Cells were processed for RNA extraction 48 hr after transfection.

For mouse *Nanog* silencing in MSC11A5 cells, lentiviruses containing pLKO.1-scramble shRNA (shSCR) and pLKO.1-Nanog shRNA (sh*Nanog*) (5′-GCCAACCTGTACTATGTTTAA-3′)^54^, were produced in 293T cells using the packaging plasmids pLP1, pLP2 and pLP/VSVG (Invitrogen), by cotransfecting all plasmids using FuGENE-6 (Promega) according to the manufacturer’s protocol. Cells were plated the day prior to infection, and supernatans were collected every 12 hours for two days from 293T cells. Cells were selected with puromycin to obtain stable sh*Nanog* cell lines.

For NANOG overexpression, HaCat cells were infected with lentiviruses expressing NANOG1 pSin-EF2-Nanog-Pur (Addgene plasmid #16578)^55^ and with control empty vector pSin-EF2-empty-Pur (produced by excising *NANOG1* by BamHI restriction and re-ligation). Lentiviruses were produced in 293T cells using the lentivirus packaging plasmids pLP1, pLP2 and pLP/VSVG (Invitrogen), by cotransfecting all plasmids using Fugene HD transfection reagent (Promega) according to the manufacturer’s protocol. Cells were plated the day prior to infection, and supernatants were collected 48 hr from 293T cells after transfection. HaCat cells were infected with the lentiviruses and were selected with puromycin to obtain stable HaCat/NANOG1 or HaCat/EV cells.

### *In vitro* migration assay

For the *in vitro* wounding assay, serum starved cells were pretreated with 10 μg/ml mitomycin C for 2 hr to block proliferation and a cell-free area was created by scratching the monolayer with a 200 μl pipette tip. Cell migration into the wound area was monitored in serum-free medium or in the presence of 10% FBS. Photographs were taken using a phase-contrast microscope (DIAPHOT 300; Nikon). Migration into the denuded area was monitored for up to 24 hr. Quantification of migration was done using the ImageJ software.

### Statistical analysis

Values were expressed as mean ± SD and differences with *P* value < 0.05 were considered significant ((*) *P* < 0.05, (**) *P* < 0.01, (***) *P* < 0.001). Comparisons between two groups were performed using unpaired two-tailed Student’s *t*-test. For comparing ratios of tumor incidence (Fig. 2E) we used the Fisher´s exact test. These statistical analyses were performed using GraphPad Prism software.

## Author Contributions

A.R.P. performed most of the experiments, contributed to the experimental design, data analysis, discussion and writing the paper; D.P. performed some of the experiments, contributed to the experimental design, data analysis, discussion and writing the paper; N.A. performed some experiments and contributed to writing of the paper; M.C. performed most of the histological analyses and contributed to data analysis; O.G. and G.G.-L. performed the biocomputing analyses; O.D. performed the RNAseq; M.D. performed the miRNA analyses; J.M.P. contributed to the interpretation of data, discussion, and writing; M.S. designed and supervised the study, secured funding, analyzed the data, and wrote the manuscript. All authors discussed the results and commented on the manuscript.

## Additional Information

**How to cite this article**: Palla, A. R. *et al.* The pluripotency factor NANOG promotes the formation of squamous cell carcinomas. *Sci. Rep.* **5**, 10205; doi: 10.1038/srep10205 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
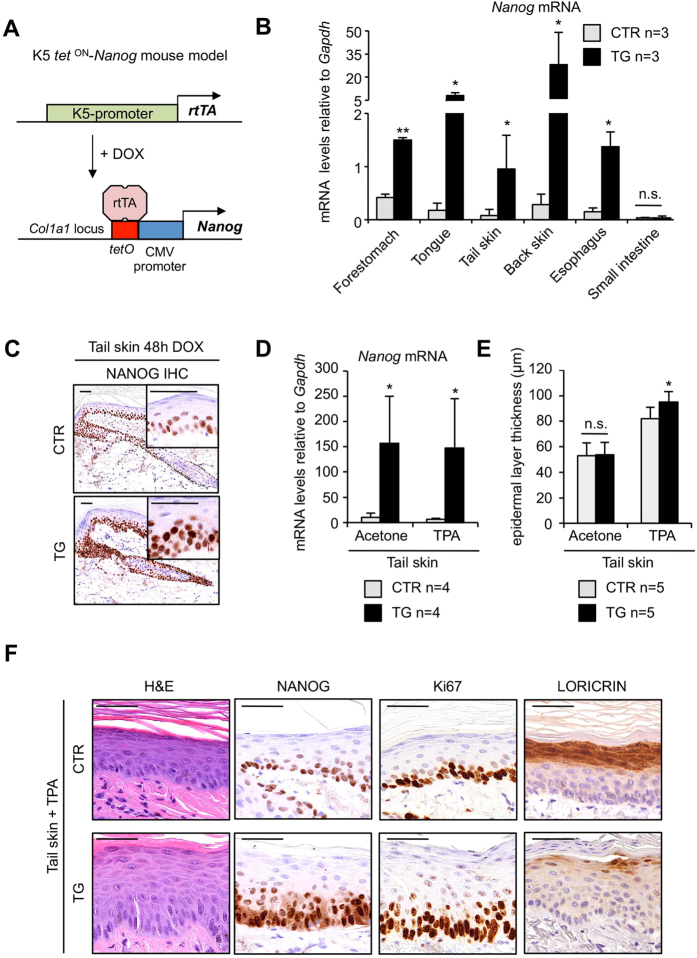
*Nanog*-inducible mouse model. (**A**) Schematic representation of the *K5-rtTA;Col1a1::tetO-Nanog* mouse model. The reverse transactivator (rtTA) is under the control of the bovine cytokeratin 5 (K5) promoter. A cassette containing the *Nanog*-cDNA is under the control of the doxycycline (DOX)-responsive promoter (*tetO*), which was inserted downstream of the *Col1a1* locus. Arrows indicate transcriptional start sites. (**B**) Relative *Nanog* mRNA levels in the indicated organs determined by qRT-PCR. *Nanog*-inducible mice (n = 3) containing both transgenes (*K5-rtTA*^*tg/.*^;*Col1a1*^*tetO-Nanog*/+^; abbreviated as TG) and control mice (n = 3) lacking the transactivator (*Col1a1*^*tetO-Nanog*/+^; abbreviated as CTR) were analyzed 48 hr after administration of doxycycline (DOX) (2 mg/ml) in the drinking water. (**C**) Immunohistochemistry (IHC) for NANOG of paraffin-embedded sections of tail skin from CTR and TG mice treated as indicated in (**B**). Two magnifications are shown for each tissue (bars correspond to 50 μm). (**D**) *Nanog* mRNA levels normalized to *Gapdh* in CTR and TG tail skin topically treated 4 times, at 48 hr intervals, with 12-*O*-tetradecanoylphorbol 13-acetate (TPA) or acetone as a control. Mice (n = 4) were exposed to doxycycline (2 mg/ml) in their drinking water 48 hr prior to TPA treatment and throughout the remaining protocol. (**E**) Epidermal thickness (basal and suprabasal layers) of CTR and TG mice (n = 5) treated as in (**D**). (**F**) Representative hematoxylin and eosin (H&E) staining and immunohistochemistry (IHC) for NANOG, Ki67 and LORICRIN of TPA-treated CTR and TG mice as indicated in (**D**) (bars correspond to 50 μm). Bars in (**B**, **D**, **E**) correspond to mean ± SD of the indicated number of mice (n). Statistical significance was determined by the two-tailed Student’s t test: (*) *p* < 0.05; (**) *p* < 0.01.

**Figure 2:**
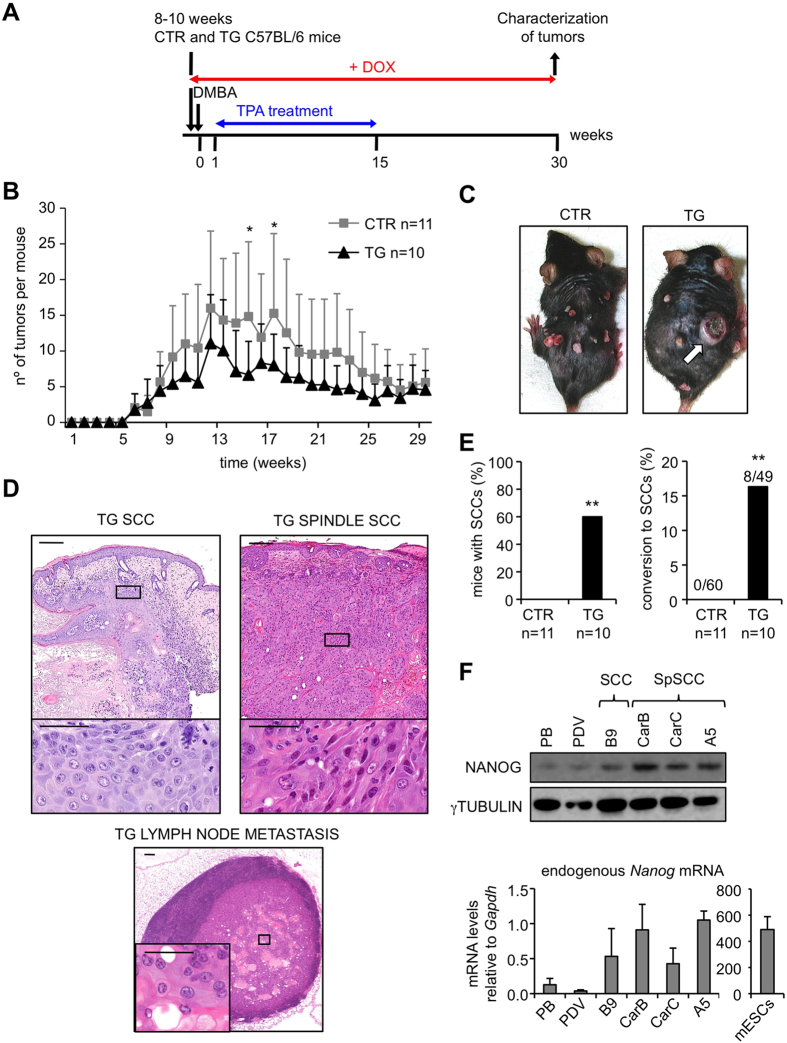
*Nanog* overexpression promotes skin squamous cell carcinoma. (**A**) Experimental layout for two-stage chemically-induced carcinogenesis. CTR and TG mice (see Fig. 1A) were treated with doxycycline (DOX) in their drinking water (2 mg/ml) during the entire protocol. DMBA was applied 48 hr after initiation of DOX treatment. TPA application started the following week, twice a week during 15 weeks. Tumors were counted and measured weekly. Histological analysis was performed at the humane endpoint or at the end of the experiment (30 weeks). (**B**) Average number of tumors per mouse during the treatment. Statistical significance was determined for each time point by two-tailed Student’s t test: (*) p < 0.05. (**C**) Representative images of DMBA/TPA treated mice. Arrow indicates a squamous cell carcinoma. (**D**) Hematoxylin and eosin (H&E) staining of TG carcinomas and lymph node metastasis. Two magnifications are shown for each tissue (bars correspond to 200 μm in the low magnification pictures and to 50 μm in the high magnification pictures). (**E**) Left, percentage of CTR and TG mice with squamous cell carcinomas (SCCs) at the end of the treatment. Right, conversion rate showing the number of SCCs relative to the total number of tumors. Statistical significance was assessed by the Fisher’s exact test: (**) *p* < 0.01. (**F**) Top, immunoblots of NANOG using total lysates from the indicated cell lines. γTUBULIN was used as a loading control. Bottom, endogenous *Nanog* mRNA levels from the indicated cell lines. Mouse ESCs were used as a positive control for *Nanog* expression. mRNA levels were normalized by *Gapdh* levels. Values correspond to the mean ± SD of two independent isolates (n = 2), each one analyzed in triplicate. SpSCC, spindle SCC.

**Figure 3:**
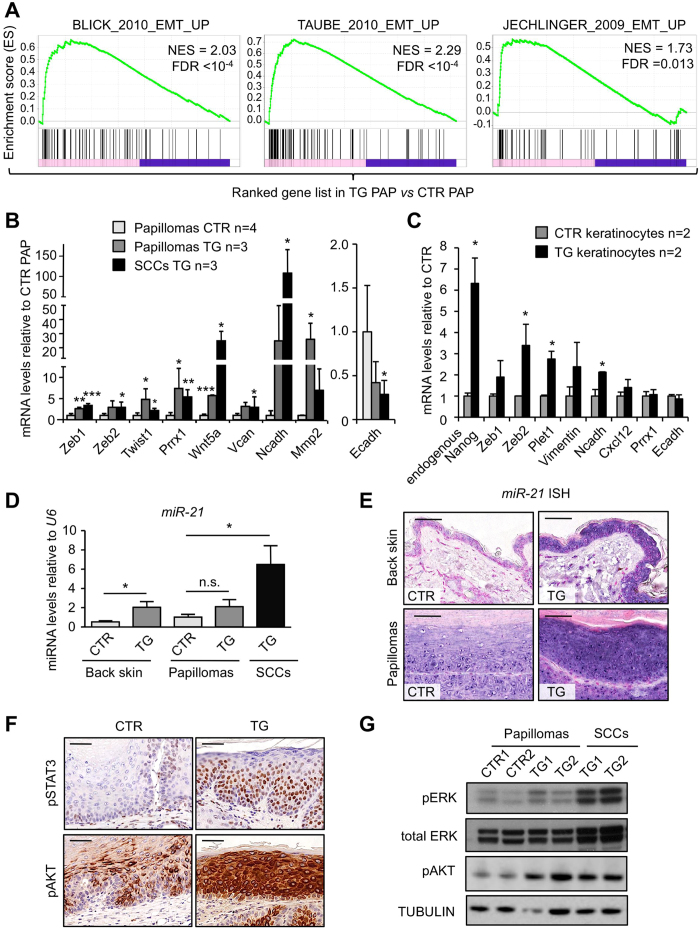
NANOG promotes epithelial-mesenchymal transition (EMT) *in vivo*. (**A**) Gene set enrichment data (GSEA) showing the enrichment of three published EMT gene signatures^23^,^24^,^25^ in TG papillomas as compared with CTR papillomas. NES: normalized enrichment score. The false discovery rate (FDR; q-value) is indicated. (**B**) Relative gene expression (fold change) in CTR and TG papillomas and SCCs of EMT related genes analyzed by qRT-PCR. mRNA levels were normalized by *Gapdh* levels and then expressed as the ratios with respect to CTR papillomas (CTR PAP). (**C**) Relative mRNA levels of the indicated genes in primary keratinocytes extracted from CTR and TG newborn pups (n = 2) and treated during 48 hr with DOX. mRNA levels were normalized by *Gapdh* levels and then expressed as the ratios with respect to CTR keratinocytes (shown as fold change). (**D**) *miR-21* levels normalized to *U6* in CTR (n = 4) and TG (n = 4) back skin; CTR (n = 4) and TG (n = 3) papillomas; and TG (n = 3) SCCs. (**E**) *In situ* hybrdization (ISH) of *miR-21* in representative CTR and TG back skin and papillomas (bars correspond to 50 μm). (**F**) IHC of phospho-STAT3 (Tyr705) and phospho-AKT (Ser473) in representative CTR and TG papillomas (bars correspond to 50 μm). (**G**) Immunoblots of phospho-ERK (Thr202/Tyr204) and phospho-AKT (Ser473) in lysates from back skin, papillomas and SCCs from CTR and TG mice. Total ERK and TUBULIN were used as a loading controls. Bars in (**B**,**C**,**D**) correspond to mean ± SD of the indicated number of samples (n), each from different mouse. Statistical significance was determined by the two-tailed Student’s t test: n.s., non significant; (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001. In (**B**), statistic analysis is performed relative to CTR papillomas.

**Figure 4:**
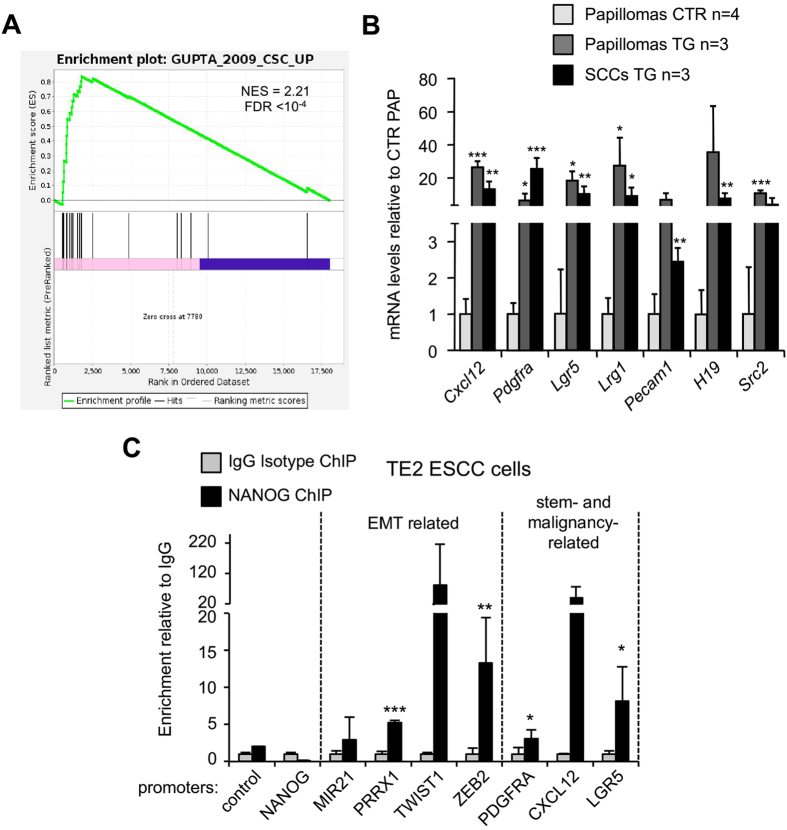
NANOG directly regulates EMT mediators. (**A**) Gene set enrichment data (GSEA) showing the enrichment of a published breast cancer stem cell signature^31^ in TG papillomas as compared with CTR papillomas. NES: normalized enrichment score. The false discovery rate (FDR, q-value) is indicated. (**B**)Relative gene expression in CTR and TG papillomas and TG SCCs of stemness related genes analyzed by qRT-PCR. mRNA levels were normalized by *Gapdh* levels and, then expressed as the ratios with respect to CTR papillomas (shown as fold change). Values correspond to mean ± SD of the indicated number of samples (n), each from a different mouse. Statistical significance was determined by the two-tailed Student’s t test relative to CTR papillomas. (**C**) Chromatin immunoprecipitation (ChIP) of NANOG and goat IgG in TE2 esophageal SCC (ESCC) cells. Values were first normalized to the input values, then and expressed as the ratios with respect to the IgG control (shown as fold change). Values correspond to mean ± SD of two independent biological replicates (n = 2). Control, genomic region that does not bind NANOG. Statistical significance in (**B**,**C**) was determined by the two-tailed Student’s t test. (*) *P* *<* 0.05; (**) *P* *<* 0.01; (***) *P* < 0.001.

**Figure 5:**
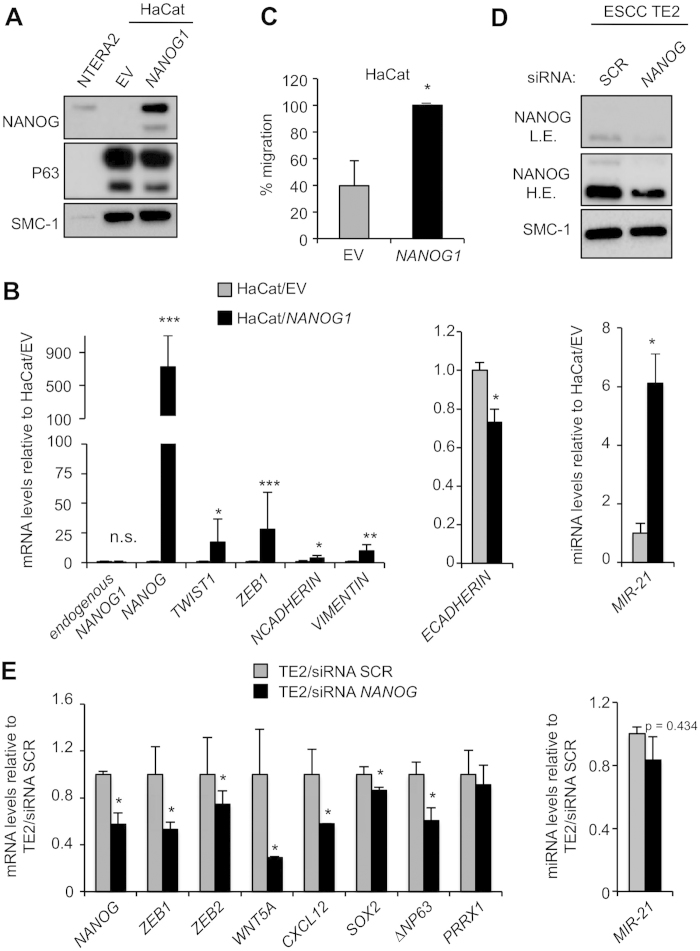
NANOG promotes EMT in epithelial cells . (**A**) Immunoblot of NANOG and P63 in nuclear extracts from HaCat cells transduced with a human NANOG expressing vector (HaCat/*NANOG1*) or empty vector control (HaCat/EV). NTERA2 teratocarcinoma cells were used as a positive control for NANOG, P63 was used as a keratinocyte marker, and SMC-1 was used as a loading control. (**B**) Relative mRNA levels of the indicated genes in HaCat cells treated as in (**A**). Samples were analyzed after puromycin selection. mRNA levels were normalized by *GAPDH* levels and then expressed as the ratios with respect to the levels in HaCat/EV (shown as fold change). Values correspond to two independent biological replicates (n = 2). (**C**) Percentage of migration of HaCat cells transduced with *NANOG1* or empty vector (n = 3). Areas were measured as percentage of migrated distance during a 24hr period (measured across the scratch wound width). (**D**) Immunoblots of NANOG using nuclear lysates of TE2 (human esophageal SCC cell line) cells transfected with pools of scrambled (siRNA SCR) or anti-NANOG (siRNA *NANOG*) siRNAs. Samples were analyzed 48 hr after transfection. SMC-1 was used as a loading control. L.E refers to low exposure of the film after incubation with ECL. H.E. refers to high exposure of the film after incubation with ECL. (**E**) Relative mRNA levels of the indicated genes in TE2 cells treated as in (**D**). mRNA levels were normalized by *GAPDH* levels and then expressed as the ratios with respect to the levels in TE2/siRNA SCR (shown as fold change). Values correspond to two transfections (n = 2). Bars in (**B**,**C**,**E**) correspond to mean ± SD. Statistical significance was determined by the two-tailed Student’s t test: n.s., non significant; (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001.

# Supplementary material for: The pluripotency factor NANOG promotes the formation of squamous cell carcinomas
**Source:** Sci Rep. 2015 May 19;5:10205. doi: 10.1038/srep10205
**Supplement:** Supplementary Information

## **SUPPLEMENTAL DATA**

### **The pluripotency factor NANOG promotes the formation of squamous cell carcinomas**

Adelaida R. Palla, Daniela Piazzolla, Noelia Alcazar, Marta Cañamero, Osvaldo Graña, Gonzalo Gómez-López, Orlando Dominguez, Marta Dueñas, Jesús M. Paramio and Manuel Serrano

## **SUPPLEMENTAL DATA**

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Table S1

## **SUPPLEMENTARY METHODS**

**Supplementary Figure S1.** Palla *et al.*, submitted

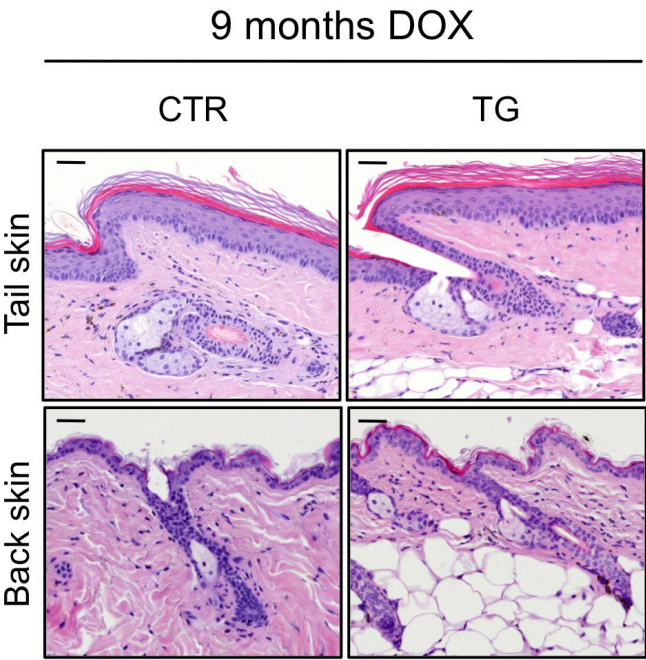

**Figure S1.** 9-month continuous NANOG overexpression does not lead to epidermal alterations. Representative hematoxylin and eosin (H&E) staining of CTR and TG mice after 9 month-doxycycline treatment of tail skin and back skin (bars correspond to 50  $\mu\text{m}$ ).

Supplementary Figure S2. Palla *et al.*, submitted

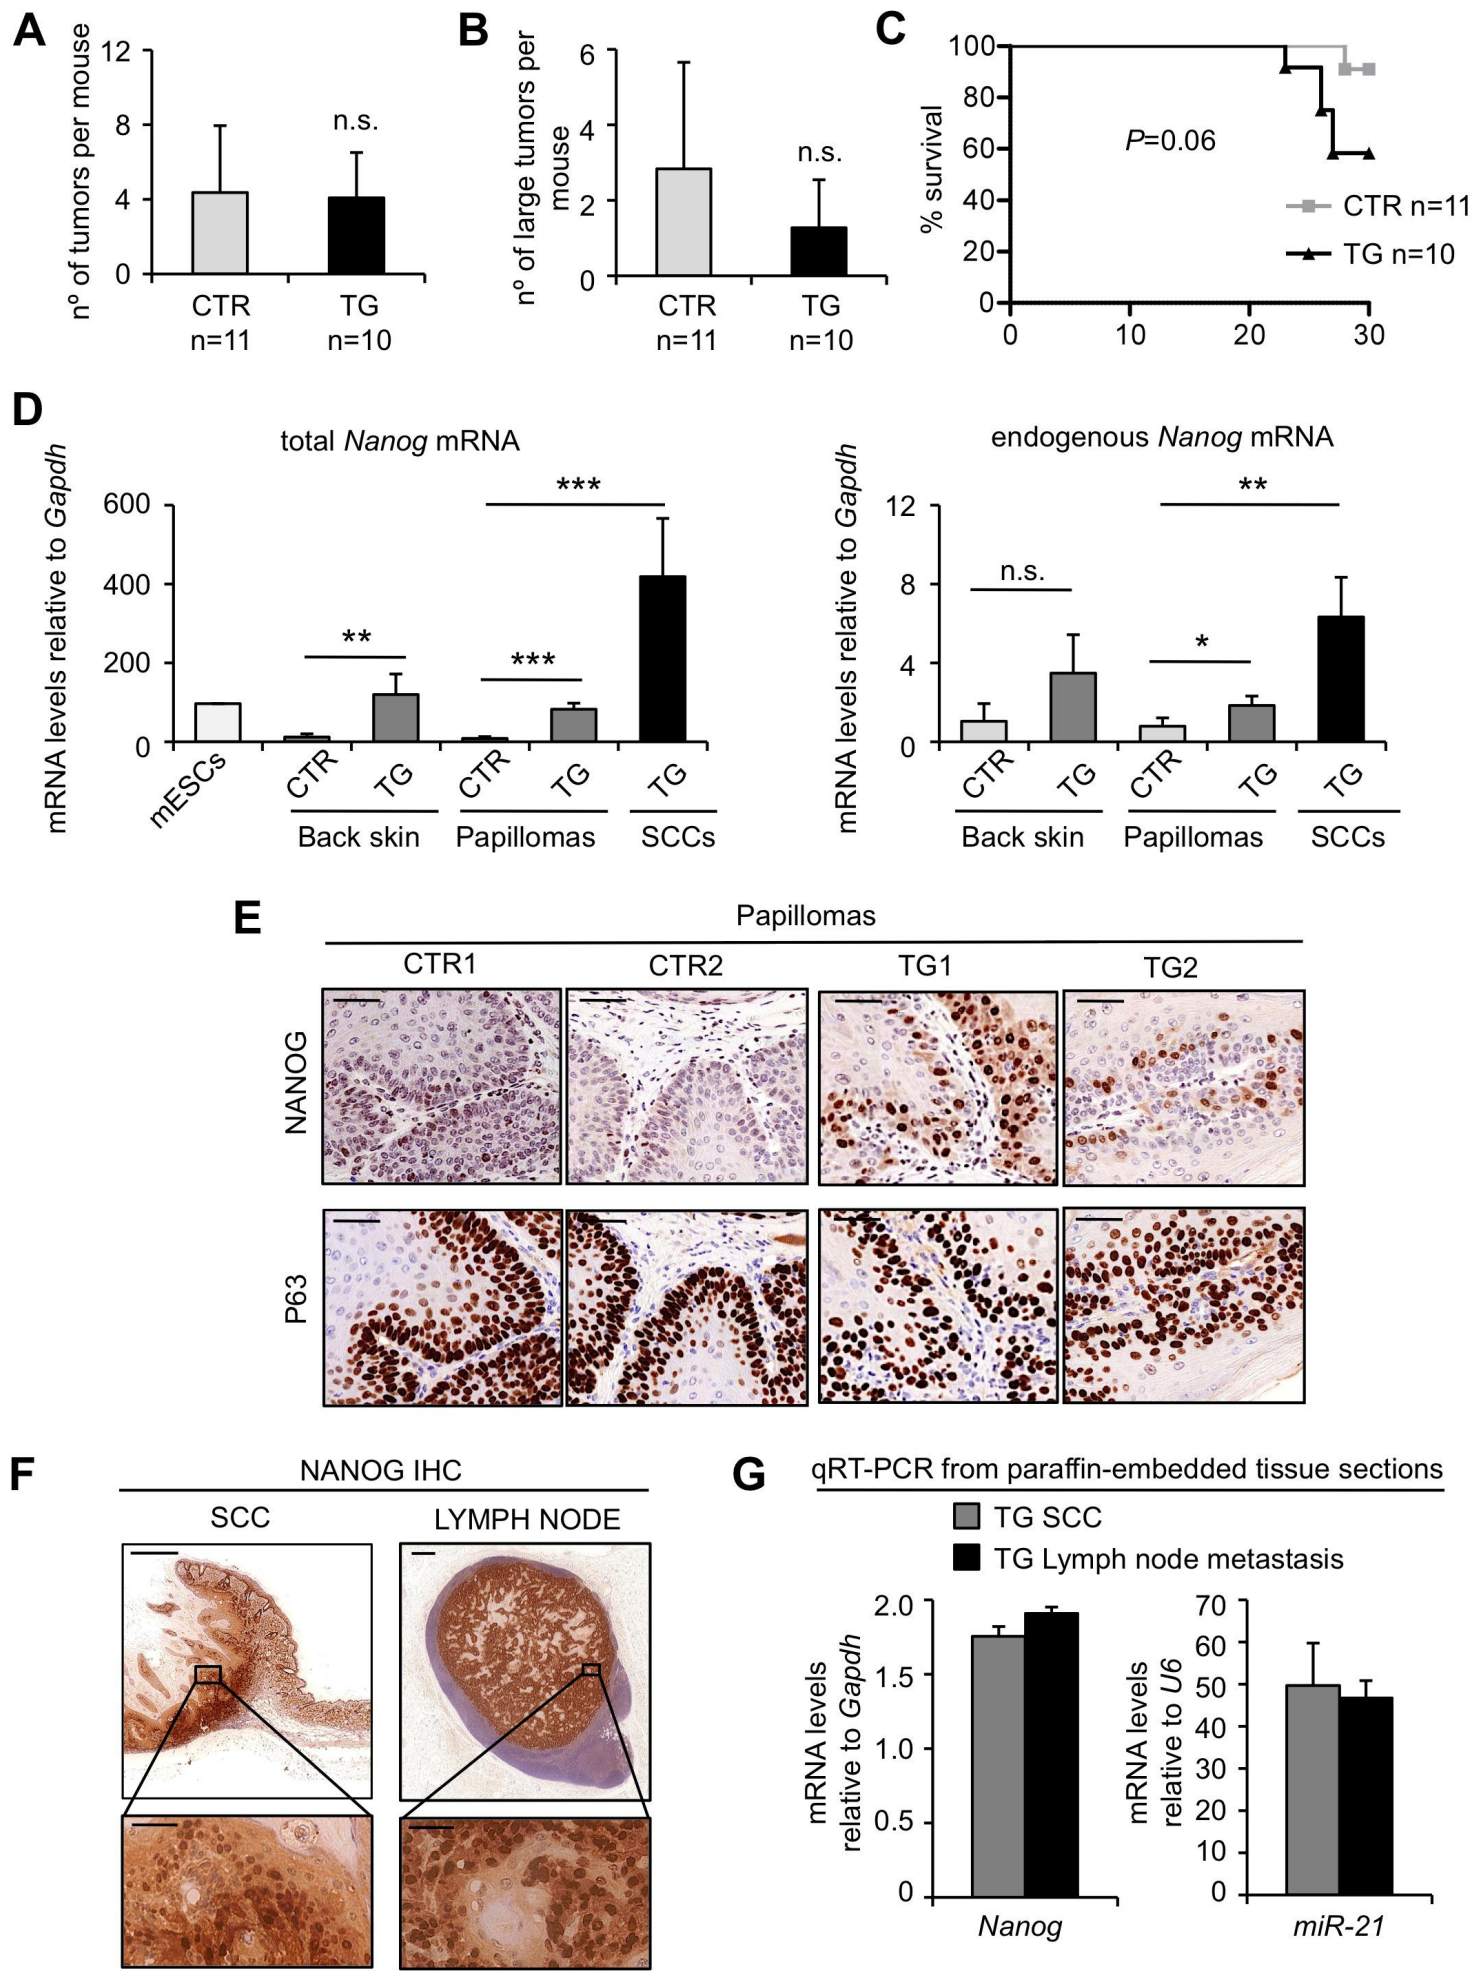

**Figure S2.** NANOG overexpression leads to squamous cell carcinoma formation upon DMBA/TPA chemical carcinogenesis.

- (A) and (B) Average number of total tumors (A) and large tumors (>4mm largest section) (B) per mouse. Quantification was performed at the humane endpoint or at the end of the experiment (30 weeks).
- (C) Survival curve of CTR and TG mice upon DMBA/TPA treatment and continuous treatment with doxycycline. Statistical significance was determined by the Long-rank (Mantel-Cox) test. (n), number of mice.
- (D) Relative total *Nanog* mRNA levels (left) and endogenous *Nanog* mRNA levels (right) in CTR (n=4) and TG (n=4) back skin; CTR (n=4) and TG (n=3) papillomas; and TG (n=3) SCCs. Each sample (back skin, papilloma or SCC) is from a different mouse at the humane endpoint or at the end of the experiment (30 weeks). mRNA levels were normalized by *Gapdh* levels. As a positive control, mouse embryonic stem cells (mESCs) were used.
- (E) IHC of NANOG and P63 in representative CTR and TG papillomas. P63 was used as a marker of epidermal progenitor cells.
- (F) IHC of NANOG in a SCC and lymph node metastasis from the same mouse. (Bars correspond to 500µm in the low magnification pictures and to 50µm in the high magnification pictures).
- (G) mRNA levels in SCC and lymph node metastasis from paraffin embedded tissue sections of the indicated genes.

Bars in graphs correspond to mean  $\pm$  SD of the indicated number of mice (n). Statistical significance was determined by the two-tailed Student's t test: n.s. non significant; (\*)  $P < 0.05$ ; (\*\*)  $P < 0.01$ ; (\*\*\*)  $P < 0.001$ .

Supplementary Figure S3. Palla *et al.*, submitted

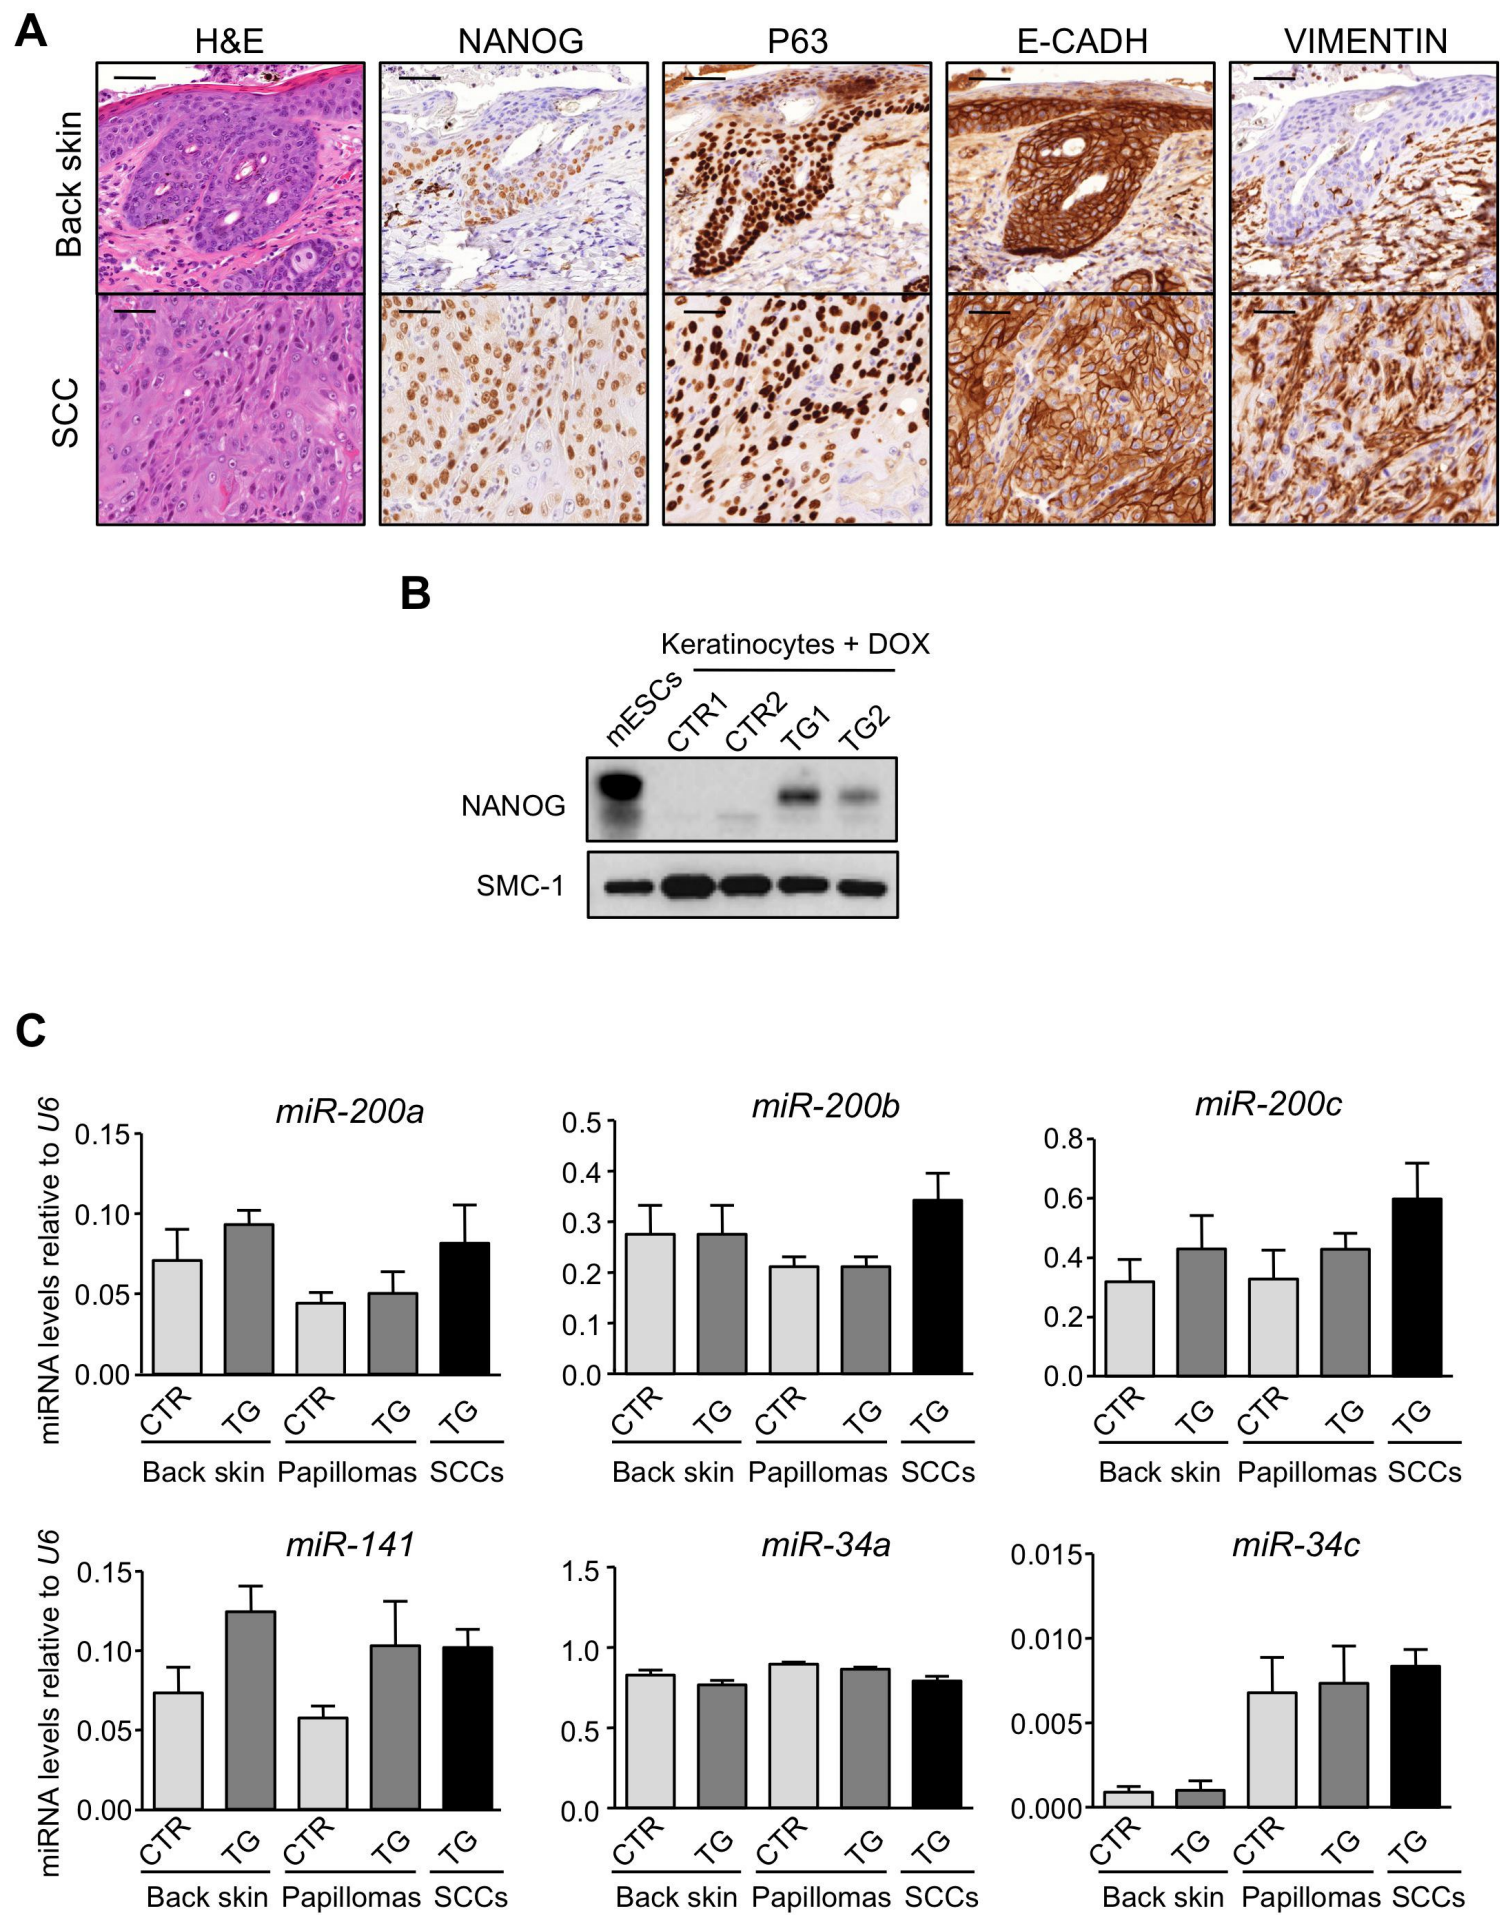

**Figure S3.** Overexpression of NANOG promotes EMT in tumors and epithelial cells.

- (A) Representative hematoxylin and eosin (H&E) and IHC for NANOG, P63, E-CADHERIN and VIMENTIN staining of serial sections of a TG SCC. P63 was used as a marker of epidermal progenitor cells. Top corresponds to magnified back skin and bottom to magnified invasive carcinoma (bars correspond to 50  $\mu\text{m}$ ).
- (B) Immunoblots of NANOG using nuclear lysates from CTR and TG keratinocytes after 48 hr doxycycline treatment. SMC-1 was used as a loading control. Mouse embryonic stem cells (mESCs) were used as a positive control.
- (C) MicroRNA expression levels relative to *U6* in CTR (n=4) and TG (n=4) back skin; CTR (n=4) and TG (n=3) papillomas; and TG (n=3) SCCs. (n), number of samples, each from a different mouse after 30 weeks of doxycycline treatment. No statistically significant differences were found using the two-tailed Student's t test.

Supplementary Figure S4. Palla *et al.*, submitted

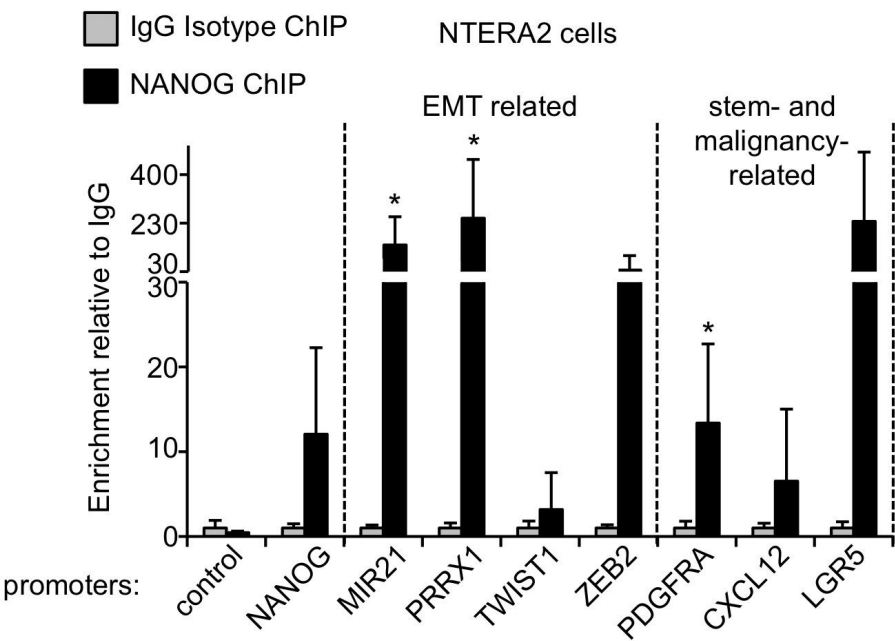

**Figure S4.** Chromatin immunoprecipitation (ChIP) of NANOG and goat IgG in NTERA2 teratocarcinoma cells. Values were first normalized to the input values, and then compared to levels of the IgG control (shown as fold change). Values correspond to mean  $\pm$  SD of two independent biological replicates (n=2). Control, genomic region that does not bind NANOG (see Supplementary Methods). Statistical significance was determined by the two-tailed Student's t test: (\*)  $P < 0.05$ . (\*\*)  $P < 0.01$ .

Supplementary Figure S5. Palla *et al.*, submitted

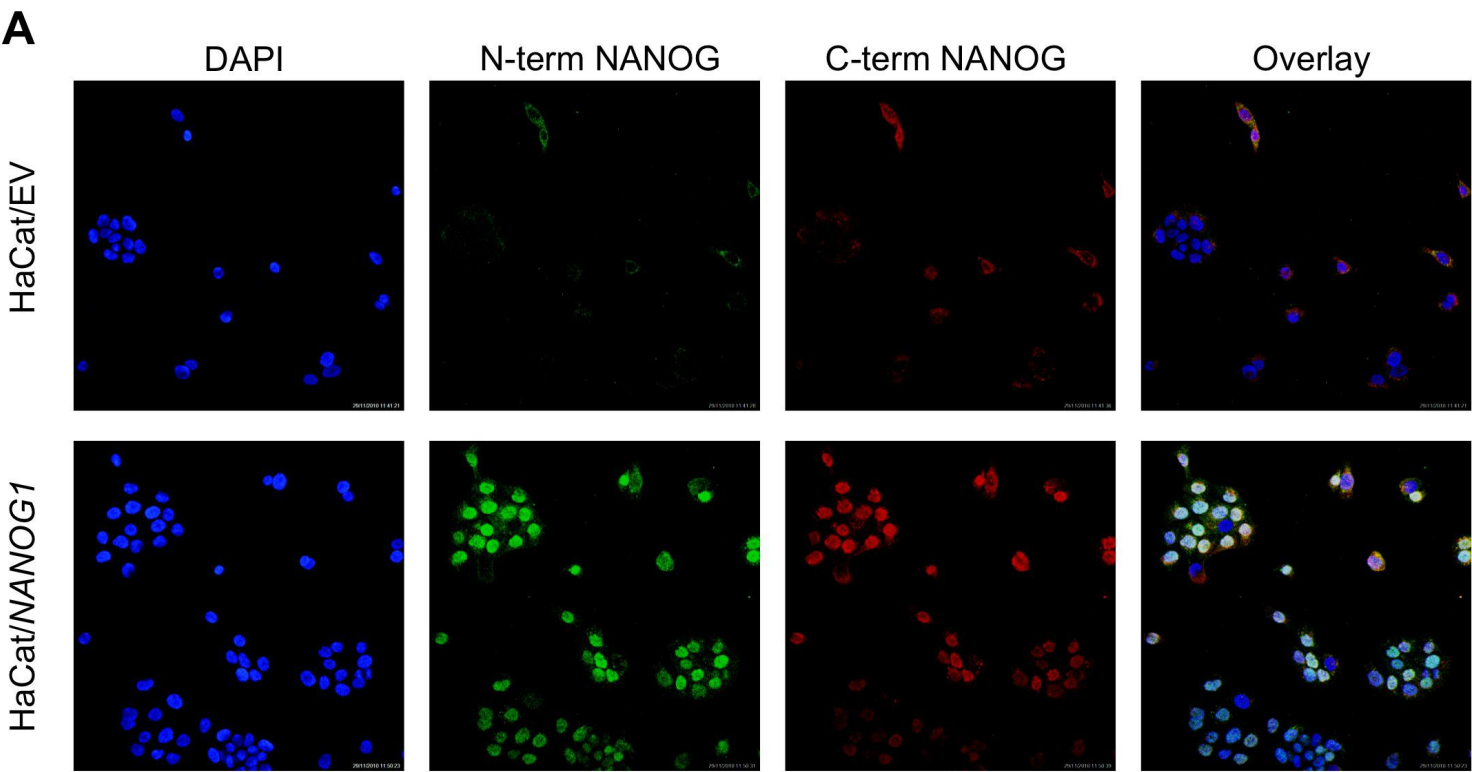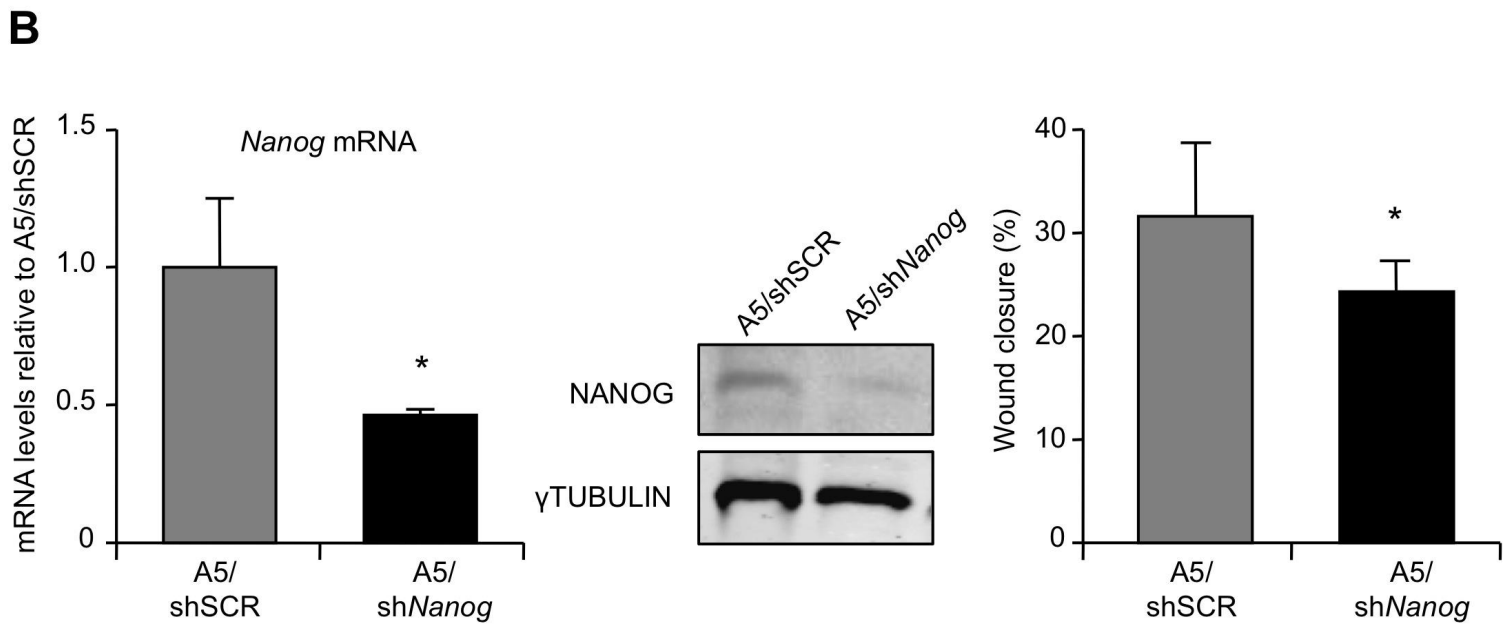

**Figure S5.**

**(A)** Immunofluorescence of NANOG using two different antibodies (C-terminal and N-terminal) in HaCat cells infected with a human NANOG expressing vector or empty vector control (EV). Samples were analyzed after puromycin selection. DAPI was used to view the cell nuclei.

**(B)** Left: Relative *Nanog* mRNA levels in MSC11A5 cells transfected with shSCR (control) or sh*Nanog* after puromycin selection. mRNA levels were normalized by *Gapdh* levels and then, compared to levels of A5/shSCR (shown as fold change) (n=3). Middle: Immunoblots of NANOG using total lysates from MSC11A5 cells treated as in (B).  $\gamma$ TUBULIN is used as a loading control. Right: Percentage of wound closure at 6hr of MSC11A5 cells treated as in (B). Areas were measured as percentage of migrated distance (measured across the scratch wound width) (n=8).

Bars correspond to mean  $\pm$  SD of one experiment. Statistical significance was determined by the two-tailed Student's t test: (\*)  $P < 0.05$ .

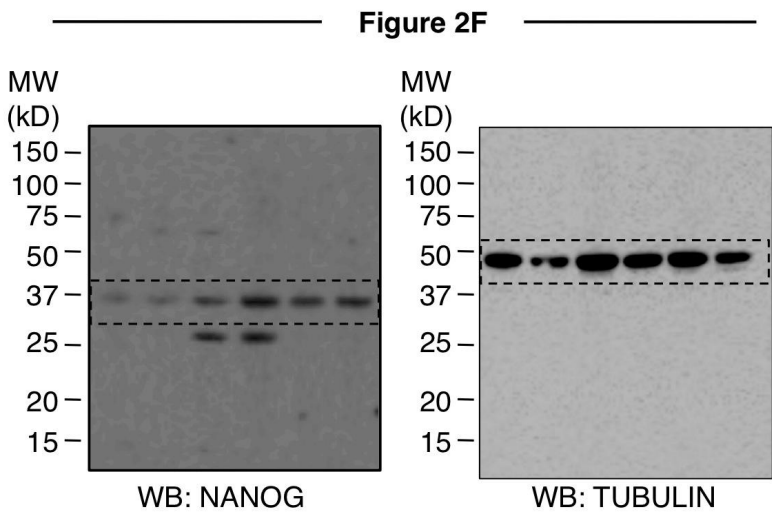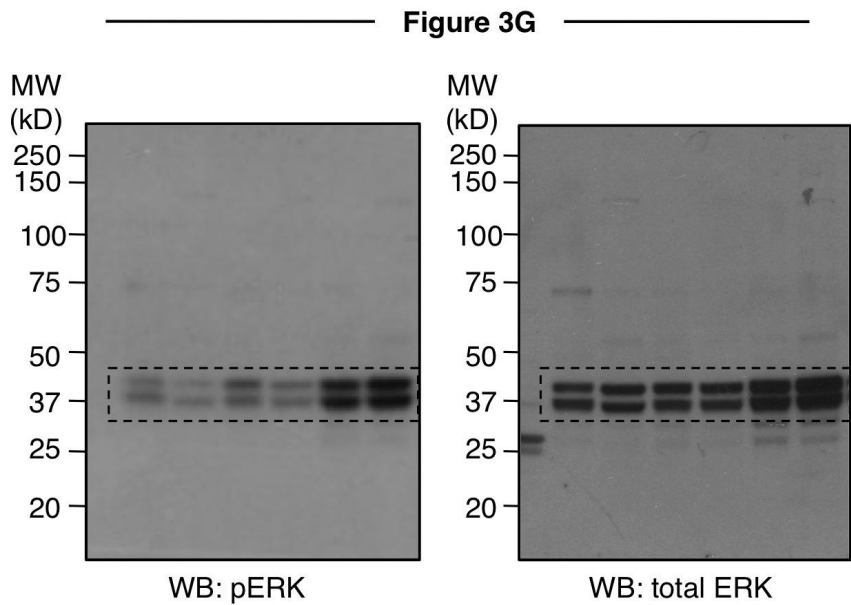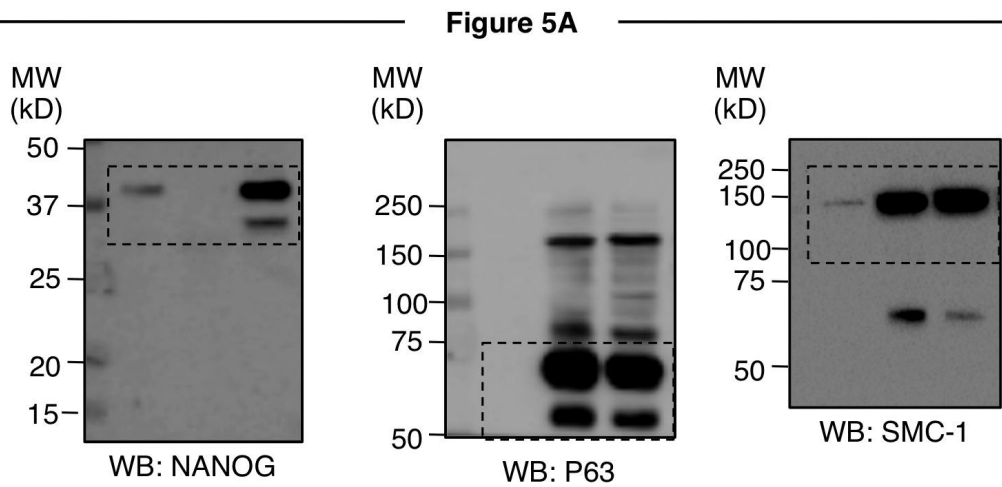

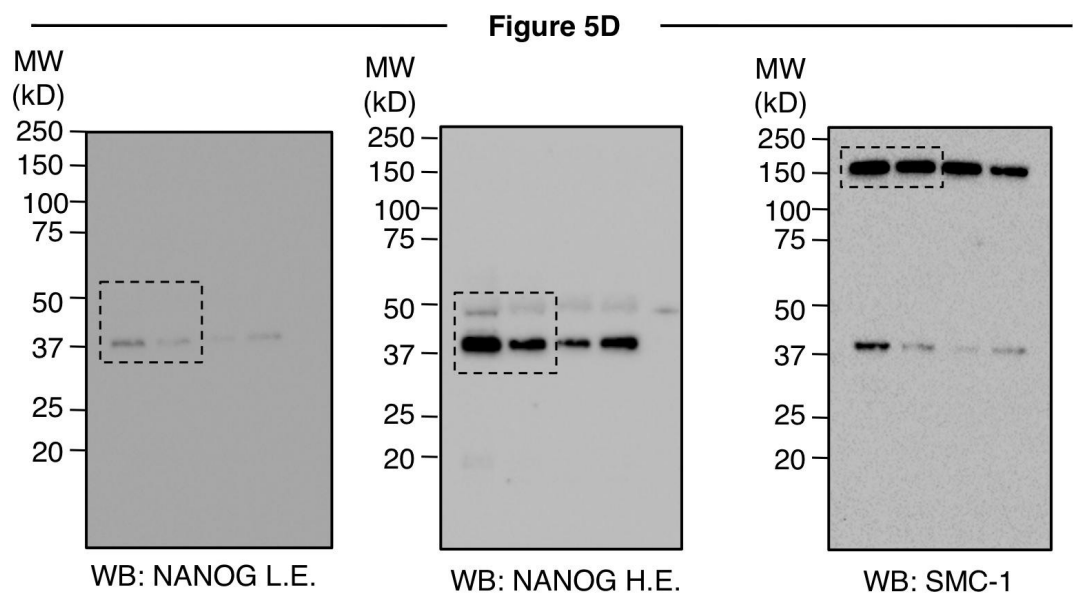

**Figure S6.** Uncropped images of the blots shown in Figs 2F, 3G, 5A and 5D. MW, molecular weight in kilodalton (kD); L.E, low exposure; H.E., high exposure

**Supplementary Table S1.** Upregulated differentially expressed genes (DEG) in NANOG-overexpressing papillomas versus controls (Orange: EMT-related genes; Blue: cancer stem-related genes; Green: EMT and cancer stem-related genes)

| DEG (FDR<0.05) <sup>a</sup>                     |                    |           |           |
|-------------------------------------------------|--------------------|-----------|-----------|
| Upregulated in TG (n=3) vs CTR (n=4) papillomas |                    |           |           |
| Gene                                            | Log2 (fold change) | NOM p-val | FDR q-val |
| Mybpc1                                          | >10                | 3.94E-04  | 4.27E-02  |
| Myh4                                            | 9.77               | 3.87E-10  | 6.18E-07  |
| Xirp2                                           | 8.84               | 8.05E-08  | 3.60E-05  |
| Actn3                                           | 7.91               | 9.19E-06  | 2.44E-03  |
| Tnnc2                                           | 7.86               | 1.67E-06  | 5.47E-04  |
| Ttn                                             | 7.83               | 4.44E-16  | 2.48E-12  |
| Cmya5                                           | 7.71               | 9.43E-08  | 4.06E-05  |
| Car3                                            | 7.56               | 1.46E-11  | 4.92E-08  |
| Ppp1r3a                                         | 7.46               | 7.86E-06  | 2.14E-03  |
| Myl1                                            | 7.50               | 1.82E-08  | 1.13E-05  |
| Myh8                                            | 6.86               | 3.32E-05  | 6.51E-03  |
| Myh2                                            | 6.83               | 2.99E-09  | 2.87E-06  |
| Ckm                                             | 6.69               | 1.76E-11  | 4.92E-08  |
| Mybpc2                                          | 6.16               | 5.92E-08  | 2.99E-05  |
| Atp2a1                                          | 6.56               | 1.82E-08  | 1.13E-05  |
| Nrap                                            | 6.52               | 4.95E-04  | 4.99E-02  |
| Tspan1                                          | 6.34               | 1.34E-08  | 8.83E-06  |
| Cyp2g1                                          | 6.26               | 7.85E-05  | 1.33E-02  |
| Sgcg                                            | 6.21               | 2.82E-04  | 3.32E-02  |
| Myh1                                            | 6.20               | 2.97E-11  | 6.65E-08  |

|         |      |          |           |
|---------|------|----------|-----------|
| Myom2   | 6.01 | 2.35E-04 | 2.96E-02  |
| Casq1   | 5.88 | 8.68E-05 | 1.40E-02  |
| Thbs4   | 5.84 | 1.63E-05 | 3.64E-03  |
| Slc15a2 | 5.59 | 5.62E-06 | 1.57E-03  |
| Pygm    | 5.48 | 3.16E-09 | 2.872E-06 |
| Muc4    | 5.43 | 4.66E-08 | 2.60E-05  |
| Myoz1   | 5.24 | 1.36E-04 | 1.97E-02  |
| Ldb3    | 5.20 | 9.29E-09 | 6.49E-06  |
| H19     | 5.15 | 3.33E-09 | 2.87E-06  |
| Mb      | 5.11 | 6.29E-05 | 1.100E-02 |
| Rps4y2  | 4.83 | 3.13E-10 | 5.83E-07  |
| Neb     | 4.79 | 1.05E-09 | 1.31E-06  |
| Hand1   | 4.77 | 3.03E-06 | 8.93E-04  |
| Krt71   | 4.64 | 1.99E-04 | 2.75E-02  |
| Scara5  | 4.58 | 2.21E-04 | 2.88E-02  |
| Pbp     | 4.46 | 6.57E-08 | 3.06E-05  |
| Tcap    | 4.37 | 4.34E-04 | 4.65E-02  |
| Dynap   | 4.28 | 2.91E-07 | 1.084E-04 |
| Nov     | 4.20 | 4.12E-05 | 7.83E-03  |
| Gm9573  | 4.18 | 6.15E-08 | 2.99E-05  |
| Fa2h    | 4.06 | 2.66E-04 | 3.20E-02  |
| Cxcl5   | 4.01 | 7.31E-09 | 5.45E-06  |
| Pkia    | 3.98 | 3.00E-04 | 3.49E-02  |
| Sell    | 3.91 | 1.07E-04 | 1.65E-02  |
| Atp1a2  | 3.85 | 9.05E-05 | 1.45E-02  |
| Des     | 3.83 | 2.43E-06 | 7.73E-04  |
| Tmc5    | 3.78 | 3.85E-04 | 4.22E-02  |

|              |      |          |          |
|--------------|------|----------|----------|
| Myom1        | 3.72 | 2.92E-05 | 5.83E-03 |
| C3           | 3.62 | 1.46E-05 | 3.33E-03 |
| Mylpf        | 3.60 | 1.19E-06 | 4.02E-04 |
| Cxcl12/Sdf-1 | 3.48 | 8.76E-07 | 3.06E-04 |
| Acta1        | 3.43 | 4.84E-07 | 1.75E-04 |
| Slc6a14      | 3.39 | 5.37E-08 | 2.86E-05 |
| Col14a1      | 3.38 | 4.04E-05 | 7.80E-03 |
| Retnla       | 3.37 | 3.34E-04 | 3.85E-02 |
| Clec4e       | 3.36 | 1.15E-04 | 1.72E-02 |
| Nanog        | 3.35 | 2.90E-09 | 2.87E-06 |
| Cd300lf      | 3.30 | 2.52E-04 | 3.07E-02 |
| Fhl1         | 3.27 | 5.39E-09 | 4.31E-06 |
| Ltf          | 3.26 | 2.71E-04 | 3.23E-02 |
| Plet1        | 3.24 | 1.45E-07 | 5.99E-05 |
| Irg1         | 3.23 | 4.80E-05 | 8.95E-03 |
| Slfn4        | 3.16 | 2.49E-06 | 7.74E-04 |
| Ryr1         | 3.15 | 8.07E-05 | 1.35E-02 |
| Gprc5a       | 2.99 | 2.27E-05 | 4.90E-03 |
| Cpn1         | 2.96 | 2.36E-04 | 2.96E-02 |
| Tgm2         | 2.92 | 5.20E-05 | 9.53E-03 |
| Cilp         | 2.90 | 8.34E-05 | 1.37E-02 |
| Cxcl3        | 2.83 | 1.15E-05 | 2.70E-03 |
| Scn8a        | 2.82 | 1.13E-05 | 2.69E-03 |
| Hdc          | 2.72 | 4.67E-04 | 4.83E-02 |
| Nmes1        | 2.58 | 6.08E-05 | 1.09E-02 |
| Jph2         | 2.56 | 1.47E-04 | 2.11E-02 |
| Stfa2l1      | 2.52 | 2.65E-06 | 7.99E-04 |

|         |      |             |          |
|---------|------|-------------|----------|
| Stfa2   | 2.51 | 2.27E-05    | 4.89E-03 |
| Lpo     | 2.41 | 4.85072E-04 | 4.93E-02 |
| Ivl     | 2.38 | 2.42E-05    | 5.01E-03 |
| Lcn2    | 2.36 | 1.05E-04    | 1.63E-02 |
| Il1b    | 2.24 | 3.61E-04    | 4.04E-02 |
| Plat    | 2.21 | 1.10E-04    | 1.67E-02 |
| Gm5416  | 2.21 | 2.48E-04    | 3.05E-02 |
| Srgn    | 2.15 | 3.76E-04    | 4.16E-02 |
| Aldh1a3 | 2.13 | 2.64E-05    | 5.36E-03 |
| Slc5a8  | 2.13 | 1.06E-05    | 2.61E-03 |
| Sec14l2 | 2.09 | 2.1E-04     | 2.84E-02 |
| Tdh     | 1.80 | 4.77E-04    | 4.89E-02 |
| Lgals1  | 1.77 | 3.44E-04    | 3.88E-02 |
| Lcp1    | 1.76 | 1.58E-04    | 2.20E-02 |
| Prnd    | 1.70 | 1.07E-05    | 2.61E-03 |
| Plau    | 1.59 | 3.37E-04    | 3.85E-02 |
| Prrx1   | 1.39 | 4.44E-04    | 4.68E-02 |
| Acpp    | 1.35 | 1.02E-05    | 2.61E-03 |
| Wnt5a   | 1.32 | 4.49E-04    | 4.69E-02 |
| Slco3a1 | 1.13 | 2.2E-04     | 2.89E-02 |
| Vcan    | 1.02 | 2.32E-04    | 2.96E-02 |
| Liph    | 0.82 | 1.88E-07    | 7.51E-05 |
| Hdac7   | 0.51 | 2.89E-08    | 1.07E-05 |

<sup>a</sup> FDR q-val, false discovery rate q-value; NOM p-val, nominal p-value

## Supplementary Methods

### Quantitative real-time PCR

PCR primers for mouse transcripts were as follows:

| Primer                   | Sequence 5' → 3' |                              |
|--------------------------|------------------|------------------------------|
| <i>total mNanog</i>      | fw               | CAAGGGTCTGCTACTGAGATGCTCTG   |
|                          | rev              | TTTTGTTTGGGACTGGTAGAAGAATCAG |
| <i>endogenous mNanog</i> | fw               | CTTCCCTCGCCATCACACT          |
|                          | rev              | ACAGTCCGCATCTTCTGCTTC        |
| <i>mPrrx1</i>            | fw               | TTTGAGCGGACACATTACCC         |
|                          | rev              | GCTCATTCCTGCGGAAGTT          |
| <i>mTwist1</i>           | fw               | ACGCTGCCCTCGGACAA            |
|                          | rev              | CCTGGCCGCCAGTTTG             |
| <i>mZeb1</i>             | fw               | GCTGGCAAGACAACGTGAAAG        |
|                          | rev              | GCCTCAGGATAAATGACGGC         |
| <i>mZeb2</i>             | fw               | CAGGCTCGGAGACAGATGAAG        |
|                          | rev              | CTTGCAGAATCTCGCCACTG         |
| <i>mE-cadherin</i>       | fw               | AGCTTGTGGAGCTTTAGATGC        |
|                          | rev              | TTTTCGGAAGACTCCCGATTCA       |
| <i>mKrt18</i>            | fw               | GCACTCAGGAGAAGGAGCAG         |
|                          | rev              | CAACAGGCTCCACTTGGTCT         |
| <i>mN-cadherin</i>       | fw               | CTGATAGCCCGGTTTCACTTG        |
|                          | rev              | CAGGCTTTGATCCCTCTGGA         |
| <i>mVimentin</i>         | fw               | CCACTTTCGGTTCAAGGTCAAG       |
|                          | rev              | CGGCTGCGAGAGAAATTGC          |
| <i>mVcan</i>             | fw               | AACTGCTTTCCTGATTGGCA         |
|                          | rev              | GATAACAGGTGCCTCCGTTG         |
| <i>mCxcl12</i>           | fw               | TGTGGCTGCTCATCCTCTTTA        |
|                          | rev              | ACAACCTGGTCCAACTCAGC         |
| <i>mH19</i>              | fw               | GAACAGAAGCATTCTAGGCTGG       |
|                          | rev              | TTCTAAGTGAATTACGGTGGGTG      |
| <i>mLrg1</i>             | fw               | CCATGTCAGTGTGCAGATTC         |
|                          | rev              | AAGAGTGAGAGGTGGAAGAG         |
| <i>mPecam1</i>           | fw               | CGTGTGGACCAACCTTACG          |
|                          | rev              | AAGCCATTCTTGCACAGCTC         |
| <i>mPdgra</i>            | fw               | GCCAGACATTGACCCTGTTC         |
|                          | rev              | TCTCGATGGCACTCTCTTCC         |
| <i>mSrc2</i>             | fw               | ACATCCTGGTGGGGGAATAC         |
|                          | rev              | CTGTCCACTTGATGGGGAAC         |
| <i>mWnt5a</i>            | fw               | TGTCTTTGGCAGGGTGATG          |
|                          | rev              | AGCCACAGGTAGACAGCTCG         |
| <i>mGapdh</i>            | fw               | TTCACCACCATGGAGAAGGC         |
|                          | rev              | CCCTTTTGGCTCCACCCT           |

PCR primers for human transcripts were as follows:

| Primer                    | Sequence 5' → 3' |                             |
|---------------------------|------------------|-----------------------------|
| <i>total hNANOG</i>       | fw               | CACTTCTGCAGAGAAGAGTGTCG     |
|                           | rev              | AGCTGGGTGGAAGAGAACACAG      |
| <i>endogenous hNANOG1</i> | fw               | TTCATTATAAATCTAGAGACTCCAGGA |
|                           | rev              | CTTTGGGACTGGTGGGAAGAATC     |
| <i>hSNAIL</i>             | fw               | CGAGCTGCAGGACTCTAAT         |
|                           | rev              | CCACTGTCCTCATCTGACA         |
| <i>hTWIST1</i>            | fw               | CCGGAGACCTAGATGTCATTG       |
|                           | rev              | CACGCCCTGTTTCTTTGAAT        |
| <i>hZEB1</i>              | fw               | GATGATGAATGCGAGTCAGATGC     |
|                           | rev              | ACAGCAGTGTCTTGTTGTTGT       |
| <i>hZEB2</i>              | fw               | CAAGAGGCGCAAACAAGCC         |
|                           | rev              | GGTTGGCAATACCGTCATCC        |
| <i>hE-CADHERIN</i>        | fw               | CGAGAGCTACACGTTACGG         |
|                           | rev              | GTGTCGAGGGAAAAATAGGCTG      |
| <i>hN-CADHERIN</i>        | fw               | GAGGAGTCAGTGAAGGAGTCA       |
|                           | rev              | GGCAAGTTGATTGGAGGGATG       |
| <i>hVIMENTIN</i>          | fw               | AGTCCACTGAGTACCGGAGAC       |
|                           | rev              | GGTTCCTTTAAGGGCATCCAC       |
| <i>hCXCL12</i>            | fw               | GAGCCAACGTCAAGCATCTC        |
|                           | rev              | TCCACTTTAGCTTCGGGTCA        |
| <i>hLGR5</i>              | fw               | AACATCAGTCAGCTGCTCCC        |
|                           | rev              | TGTAAAGGCCAGTGAATGCTC       |
| <i>hΔNp63</i>             | fw               | CAGACTCAATTTAGTGAGCC        |
|                           | rev              | CTGCTGGTCCATGCTGTT          |
| <i>hSOX2</i>              | fw               | GGGAAATGGGAGGGGTGCAAAAGAGG  |
|                           | rev              | TTGCGTGAGTGTGGATGGGATTGGTG  |
| <i>hWNT5A</i>             | fw               | AGGTGGAACTGCAGCACTGT        |
|                           | rev              | CTCATGGCGTTCACCACC          |
| <i>hGAPDH</i>             | fw               | AGCCACATCGCTCAGACACC        |
|                           | rev              | GTACTCAGCGGCCAGCATGG        |

## Chromatin immunoprecipitation

Primers for PCR after ChIP were as follows in the proximal promoter regions of the indicated genes:

| Primer                           |     | Sequence 5' → 3'          |
|----------------------------------|-----|---------------------------|
| <i>Negative control</i>          | fw  | TTGTGTAGCACCAGGGTCA       |
|                                  | rev | GCCTGGCCTGCAAATTATTA      |
| <i>hNANOG</i>                    | fw  | TCCGGCACAGGAAGTTAGTT      |
|                                  | rev | AGACTCACCACCAGCAGCTT      |
| <i>hPRRX1</i>                    | fw  | AGACTGACCACTGGATGCTTTTG   |
|                                  | rev | GAAAAGCACATGGGAACCTGTC    |
| <i>hPDGFR<math>\alpha</math></i> | fw  | GGTGCCGTATGCAAATGGTT      |
|                                  | rev | CTTTGTCATGCAGAGTACCTCGATT |
| <i>hTWIST1</i>                   | fw  | CTGCACATAAGGTCCGCTCAT     |
|                                  | rev | GGGCGCTTTGCTCAATTA        |
| <i>hZEB2</i>                     | fw  | GCTGATTACCATGAGAAAGGCTGT  |
|                                  | rev | GAGATTGACAGTCGCGTGGAG     |
| <i>hCXCL12</i>                   | fw  | TCCCCCAACATTCTTGCTCTT     |
|                                  | rev | GGCTTCAGTGTTTTTCAGGATGG   |
| <i>hLGR5</i>                     | fw  | TGGCTGAGCTCGAATTCTTTTC    |
|                                  | rev | CCATCAGTAGGAATGCACTGTGAG  |
| <i>hmiR-21</i>                   | fw  | GTTATGCTGAAACTGGGCTGCT    |
|                                  | rev | CAAACCAAGAAATCCCCAGGTAG   |

How the deposited data were processed for this re-analysis (not part of the article)

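RNA-seq of papillomas from 4 CTR and 3 TG mice was examined, with 1 deposited file for each mouse. Conditions and replicate numbers were taken from the sample labels and compared with the group sizes in the paper. The authors aligned single reads of 40 bases to GRCm38/mm10 with TopHat 2.0.4, Bowtie 0.12.7 and Samtools 0.1.16, and ran Cufflinks 1.3.0 on each library. The authors deposited FPKM values for genes, each with a confidence interval and a status. Every file lists the same 23746 entries in its own order, and the files were joined by symbol and locus. Locus starts in the files count from 0. After adding 1, 35.0% of 20661 starts equalled the gene start in the GENCODE annotation, against 3.6% without adding 1. Printed coordinates are 1-based and on GRCm38.

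Entries with the same symbol were summed. A gene with the status FAIL in any file was left out, which concerned between 17 and 65 entries in a file. LOWDATA entries, 282 in each file, were kept. Depth is not given in the files. It was inferred from the Cufflinks intervals, whose width relative to the value shrinks with the number of reads, and it ranged from 10074859 to 15710562 reads. The intervals describe the counting error of a single library and not the spread between mice.

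The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. FPKM values were put on the log2 scale after adding 0.5. Genes with a mean of at least 0.5 FPKM over the 7 papillomas, regardless of group, were fitted with limma, with variances moderated along a trend with expression. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Single genes and gene sets were compared by exact permutation of the group labels over 35 splits. Gene set scores are means over genes of log2 values centered on each gene's mean. Preranked enrichment used 1000 random gene sets, as in the paper's methods, and a weight of 1, which the methods do not state. The log2 ratios set beside Table S1 were computed from group means of FPKM without a pseudocount.

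The fit was tested on simulated data with the real genes' means and spread. Of 200 genes changed by known amounts, 81.0% were called, as were 90.2% of the 133 genes changed by at least 2 on the log2 scale. 7 of 12099 unchanged genes were called, and 0 genes when no gene was changed. The noise was drawn for each gene on its own, so no simulated papilloma stood apart across many genes as TG 3 did. These shares therefore do not give the power of the real comparison. There, *Nanog* was not called at a log2 difference of 3.45 (adjusted p = 0.400 from limma).

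The named genes were *Nanog*, every gene that the paper names for papillomas, the 5 genes of Table S1 with the smallest q-values, and the 5 genes with the smallest p-values in each direction among genes that separated the groups completely. 1 of the named genes is not reported here. The comparisons, the named genes, the marker gene sets and 19 alternatives were set before the data were examined. The alternatives were pseudocounts of 0.1 and 1, no filter and a filter at 2 FPKM, upper-quartile scaling, quantile normalization, limma without a trend or with robust moderation, sample quality weights, and a replicate block. Others took the highest entry for a symbol, kept values of every status, or left out each papilloma in turn. The pairing in the block comes from the replicate numbers that the labels of both groups share, and neither the labels nor the paper state that the papillomas were paired. 3 alternatives were added after the data had been seen, a covariate for the deeper libraries (CTR 3 and TG 1), the papillomas of lower depth only, and the gene sets without genes of Table S1.

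Cuffdiff needs aligned reads and was not used here. The published signature lists and the gene that the paper calls *Src2*, for which no single gene was found under that name, were not analysed here. Mature microRNAs are not measured by these libraries.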

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

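The comparison of Cufflinks intervals and the tests for a mixed sample were chosen after the outlying values had been seen.

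Among 46 named genes and gene sets, 8 had a CTR papilloma far from the other three, by a ratio of its gap to the whole range on the log2 scale. About 2.3 such cases would arise by chance at 1 in 20. Groups of 3 TG papillomas were too small for the same comparison. *Nanog* had a ratio of 0.871, with 12.7 FPKM in CTR 3 (Cufflinks interval 11.7 to 13.8, 572 implied reads) against 3.35 in CTR 4, the nearest (interval 2.56 to 4.13). *Zeb1* had 0.902, with 0.729 FPKM in CTR 4 (64 implied reads) against 0.360 in CTR 1. *Snai2* had 0.851, with 9.11 FPKM in CTR 3 (396 implied reads) against 12.3 in CTR 1. *Lgr5* had 0.905, with 0.252 FPKM in CTR 1 (18 implied reads) against 0.0198 in CTR 3. *Myh1* had 0.856, with 0.199 FPKM in CTR 2 (17.9 implied reads) against 0.0587 in CTR 3. *Fam171a1* had 0.915, with 5.48 FPKM in CTR 2 (420 implied reads) against 8.21 in CTR 4. *Ttn* had 0.841, with 0.00544 FPKM in CTR 4 (5.78 implied reads), and *Car3* had 1.0, with 0.0639 FPKM in CTR 3 (2 implied reads) and 0 in the other CTR papillomas.

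Few reads behind the values are a candidate explanation. The interval of the outlying papilloma overlapped that of the nearest one for 2 of the 8, *Ttn* and *Car3*, so counting error may account for these. For *Nanog*, *Zeb1*, *Snai2*, *Lgr5*, *Myh1* and *Fam171a1* the intervals did not overlap. No condition in the design sets one CTR papilloma apart from the others, so no biological explanation was tested for these genes. CTR 3 is 1 of the more deeply sequenced libraries, and it held the outlying value for *Nanog*, *Snai2* and *Car3*. The other deep library, TG 1, had no high *Nanog* value among TG papillomas (36.9 FPKM, the lowest of the 3).

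For *Nanog* in CTR 3, material from a TG papilloma in the sample could raise the value. On a scale from the mean of the other CTR papillomas (0 percent) to the TG mean (100 percent), *Nanog* in CTR 3 lay at 19.2 percent. Over 207 genes that were higher in TG papillomas, the median position of CTR 3 was 2.73 percent. The same measure gave -1.02 percent for CTR 1, 16.1 percent for CTR 2 and 31.7 percent for CTR 4, which have no raised *Nanog*. It varies too much between papillomas to show a mixture of the size of the *Nanog* value. Each TG papilloma was therefore tested as the only source, with a 1-sided Poisson test of the implied reads and Bonferroni adjustment. The *Nanog* value needs 28.8 percent of TG 1, 17.9 percent of TG 2 or 15.3 percent of TG 3. Of 12245 genes with reads in CTR 3, 26, 13 and 102 had fewer reads there than that share would bring. As far as counting error goes, this speaks against each of the 3 as the only source. The test uses implied reads, which are approximate, and does not cover differences between parts of a papilloma. The Poisson test replaced a first form on Cufflinks intervals, which had given more such genes but counts any gene with 0 reads, since the interval has no width there. Material from several TG papillomas together was not tested in this way and cannot be excluded. Expression from the *tetO-Nanog* allele without the transactivator, and reads from *Nanog* pseudogenes, were not tested.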

How the results depend on the processing

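The covariate for the deeper libraries, the comparison of papillomas of lower depth only and the gene sets without Table S1 genes were tests chosen after the results had been seen. The cause was not tested for any of the changes given here.

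The log2 difference of *Nanog* stayed between 3.30 and 3.58 across 13 alternatives other than leaving out a papilloma, and between 3.25 and 3.93 with 1 papilloma left out. The stem gene enrichment kept its direction and stayed under a p of 0.05 in all 14 such alternatives (1.58 to 1.97) and with each papilloma left out (1.61 to 1.91). The number of Table S1 genes with a higher mean in TG papillomas was 96 in each of 6 alternatives, and between 69 and 97 with 1 papilloma left out. The replicate block counts here among the alternatives that leave out no papilloma, although CTR 4 has no partner in it and the differences equal those without CTR 4. The counts of 0 genes higher and 0 lower at an adjusted p under 0.05, beside 598 and 241 at an unadjusted p under 0.05, held in 12 of the 13 alternatives other than leaving out a papilloma.

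The exception was the fit with sample quality weights, which gave 49 genes higher, 10 of them in Table S1, and 36 lower. It gave 1161 and 1248 genes at an unadjusted p under 0.05, and a log2 difference of -0.25 for *Vcan*. *Nanog* (adjusted p = 0.032 from limma) and *Wnt5a* (log2 difference 1.46, adjusted p = 0.0409) passed in this fit. So did *Slc5a8*, *Smox*, *Rps4y2*, *Ptgr1*, *Fbp2*, *Fam171a1*, *H1fx* and *Rbp7*. The EMT genes *Zeb1*, *Twist1*, *Prrx1*, *Vcan*, *Mmp2* and *Vim* did not pass. A pseudocount of 1 brought the EMT score difference to 0.60, with p = 0.0286 in the exact permutation test. Without a filter on low values, 961 genes were higher at an unadjusted p under 0.05, and the EMT enrichment score of 1.47 had a permutation p of 0.0537. Upper-quartile scaling gave 418 genes lower at an unadjusted p under 0.05 and -0.052 for *Snai2*. Quantile normalization gave 394 higher and 561 lower, and -0.049 for *Snai2*. The median log2 difference of the tested genes was 0.06, and it was 0.00245 after upper-quartile scaling and -0.04 after quantile normalization. With the replicate block, the stem score difference was 1.35, where 3 pairs allow no sign-flip permutation p under 0.25, and the *Cdh1* difference was 0.080, both as without CTR 4. With the depth covariate the *Cdh1* difference was 0.034. In the papillomas of lower depth only, 1 gene was higher at an adjusted p under 0.05 (*Nanog*, which is in Table S1), 51 genes of Table S1 separated the groups completely, and the *Cdh1* difference was 0.15. The stem score difference was 1.80 there, where 3 against 2 papillomas allow no permutation p under 0.1.

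Across the 7 fits that each left out 1 papilloma, between 0 and 9 genes were higher and between 0 and 8 lower at an adjusted p under 0.05, and 364 to 824 were higher and 121 to 522 lower at an unadjusted p under 0.05. Between 0 and 4 genes of Table S1 passed the adjustment, and 21 to 49 separated the groups completely. The EMT enrichment score ranged from 1.49 to 1.91 and the stem score difference from 0.61 to 1.82, where the smallest permutation p is 0.1 for 3 against 3 and 0.067 for 4 against 2 papillomas. Score differences that changed sign ranged from -0.029 to 1.11 for skeletal muscle, -0.049 to 0.70 for macrophages, -0.00489 to 0.94 for adipocytes, -0.015 to 0.79 for differentiated keratinocytes, -1.86 to 0.12 for Y chromosome genes and -0.14 to 0.83 for X inactivation. Log2 differences that changed sign ranged from -0.068 to 0.76 for *Zeb2*, -0.11 to 0.94 for *Vcan*, -0.10 to 1.17 for *Mmp2*, -0.21 to 0.22 for *Cdh1*, -0.15 to 0.21 for *Snai2* and -0.090 to 0.95 for *Lgr5*. The log2 ratio of mean FPKM without TG 3 was -1.01 for *Myh1* and -0.20 for *Vcan*.

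Of the other values, 15 log2 differences of named genes passed the threshold under an alternative when they did not before, and 582 kept their side under the alternatives set first. For log2 ratios, 6 moved by more than the replicate spread and 133 did not. For marker set scores, 9 no longer passed and 121 were the same. With the block or with 1 papilloma left out, a loss was fixed by the design. The smallest permutation p is above 0.05 there. The neutrophil score difference was 1.03 with a pseudocount of 0.1 (p = 0.0571 in the exact permutation test). It was 0.85 with the block, which allows no sign-flip permutation p under 0.25. Without the genes of Table S1, the EMT enrichment score was 1.48 (permutation p = 0.0323). The stem genes preranked enrichment then gave a score of 1.58 (permutation p = 0.00181). Only *Zeb1*, *Twist1*, *Mmp2* and *Vim*, and *Pdgfra*, *Lrg1* and *Pecam1*, were left in the ranking. The paper names all of these as raised in *Nanog* tumors, so both p-values still depend on how the genes were chosen. Depth limits *Ttn* and *Car3*, whose highest CTR values rest on 5.78 and 2 implied reads, so a difference between CTR papillomas in these genes was not detectable at this depth.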

Differences from the paper's values

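The alternatives that use depth were tests chosen after the results had been seen, and the others in this part were not. The paper's Table S1 lists 97 upregulated genes, and limma called 0 genes higher at an adjusted p under 0.05, beside 598 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, sample quality weights gave 49 genes, and the fits without TG 3, without TG 1 and without CTR 3 gave 9, 2 and 1. The other alternatives gave 0, and none closed the gap. In the papillomas of lower depth only, an alternative chosen after seeing the values, 1 gene was higher, and with the depth covariate, chosen likewise, 0 were.

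The log2 ratio of mean FPKM was set beside the log2 fold change in Table S1 for 96 genes. For 87 genes the gap to the paper's value was no larger than the standard error of the ratio, which comes from the spread between mice. Table S1 was made from the same papillomas, so this error is a wide measure, and gaps of up to 1.83 (*Tnnc2*) are within it. Spearman's correlation across genes was 0.94, where genes are not independent replicates. For 9 genes the gap was larger. The paper's value for *Car3* is 7.56, against 10.82 here. The paper's value for *Myh8* is 6.86, against 10.77 here. For *Myom2* the paper's value is 6.01, against 8.75. For *Gm9573* the paper's value is 4.18, against 6.38. For *Acta1* the paper's value is 3.43, against 8.49. For *Hdac7* the paper's value is 0.51, against 0.76. For *Pbp*, matched to *Pebp1* by its RefSeq synonym, the paper's value is 4.46, against -0.020. Table S1 gives no identifier beside this symbol, so it is not known whether it means *Pebp1*, which had 66.3 FPKM in TG and 67.2 FPKM in CTR papillomas. The ratios were recomputed under those alternatives set before the data were examined that change them. These were upper-quartile scaling, the highest entry for a symbol, values of every status, and leaving out each papilloma. Without CTR 3, the ratios of *Car3*, *Myh8* and *Myom2* could not be computed, since the other CTR papillomas had 0 FPKM. None of the ratios that could be computed closed the gap for these 7 genes.

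For *Ckm* the paper's value is 6.69, against 8.61. Upper-quartile scaling (8.46) and the ratios without CTR 1 (8.49), without CTR 2 (8.20) and without CTR 4 (8.20) came closer to the paper's value than this wide standard error, and the ratios under the others of these alternatives did not. For *Tcap* the paper's value is 4.37, against 6.16. Upper-quartile scaling (5.95) and the ratios without CTR 1 (5.74), without CTR 2 (6.12) and without CTR 4 (5.74) came closer than it, and the others did not.

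The paper states that papillomas overexpressing *Nanog* do not upregulate *Snail*, while *Snai1* was higher in 12 of the 12 pairs of a TG and a CTR papilloma (log2 difference 0.77, adjusted p = 0.736 from limma). In Fig. 3B the paper shows a lower mean of *Ecadh* by qRT-PCR in TG papillomas, without a mark of significance there, while the log2 difference of *Cdh1* in the RNA-seq values was -0.00319 (adjusted p = 0.999 from limma). The enrichment scores of the published signatures were not recomputed, since their gene lists were not used here.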

Other observations

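The tests of other splits at an unadjusted p, of the share of TG 3 in Table S1 genes and of depth (the covariate and the papillomas of lower depth) were chosen after the result had been seen.

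The counts of genes were compared with those from other splits of the 7 papillomas into 4 and 3. All 35 splits gave at least 0 genes higher and all 35 at least 0 lower at an adjusted p under 0.05, which holds for any split when the real count is 0. The split of CTR 1, CTR 2 and TG 2 against the others gave 4 genes higher. It is not an arbitrary split, since these papillomas had high Y chromosome scores (2.36, 1.79 and 2.24). The scores of the others lay between -1.63 and -1.53. At an unadjusted p under 0.05, 6 of the 35 splits gave as many genes higher as the 598 of the real split, and 13 of 35 gave as many lower as its 241. The split of CTR 2, CTR 3 and TG 1, which puts the deeper CTR 3 and TG 1 together, gave 754 higher and 1690 lower. The split of CTR 1, CTR 4 and TG 3 against the others, which also keeps the deeper libraries together, gave 1713 higher and 455 lower. Other splits that keep them together gave far fewer, such as 170 higher and 62 lower for CTR 3, CTR 4 and TG 1. The split of CTR 1, CTR 3 and TG 3, which parts the deeper libraries, gave 676 higher and 230 lower. The splits of CTR 1, TG 2 and TG 3 (979 higher) and of CTR 4, TG 2 and TG 3 (730 higher) also keep the deeper libraries together. Counts of higher genes as large as that of the condition thus occurred more often with the deeper libraries together than apart. The splits share papillomas with each other, so they neither tie large counts to depth nor exclude it. The replicate numbers 1 to 3 are shared by both groups. Among the 8 splits that part all 3 same-numbered pairs, the number with counts as large was 8 and 8 for the adjusted counts, and 3 and 4 for the unadjusted counts higher and lower. With 8 splits the share cannot fall under 0.05, and the other splits place at least 1 same-numbered pair together. The unadjusted counts can therefore not be told apart from those of arbitrary splits.

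Table S1 holds many genes of skeletal muscle, and 1 TG papilloma carries most of the difference for the list, with over 60% of the summed TG FPKM in TG 3 for 75 of the 97 genes and over 90% for 57. Muscle tissue in the TG 3 sample is a candidate explanation for the muscle genes. In a set of 31 muscle marker genes, none from Table S1, TG 3 held 91.3% of the summed TG FPKM. The muscle score was 1.93 in TG 3, -0.353 in TG 1 and -0.328 in TG 2, and between -0.402 and -0.249 in CTR papillomas (difference 0.73, p = 0.314 in a 2-sided exact permutation test, 0.471 adjusted for 12 sets). A stronger action of *Nanog* in TG 3, which has its highest value (66.9 FPKM), is less likely, since TG 2 had 57.4 FPKM of *Nanog* and a muscle score within the range of the CTR papillomas. The fibroblast score (2.12) and the adipocyte score (1.58) were also high in TG 3 and below 0 in every other papilloma. With 1 such papilloma, an effect of *Nanog* that sets in only at the highest value is not excluded.

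A larger share of fibroblasts in TG samples may explain the EMT genes. The EMT score minus the score of 25 fibroblast marker genes differed by -0.202 between TG and CTR papillomas (p = 0.914 in the exact permutation test). This rests on TG 3. Without TG 3, the EMT score differed by 0.30 and the fibroblast score by 0.090, and the gap between these was not tested. The fibroblast score was 2.12 in TG 3, -0.29 in TG 1 and -0.296 in TG 2, and its highest CTR value was -0.11 in CTR 4 (difference 0.89, exact permutation p = 0.114, 0.274 adjusted). An EMT of the tumor cells would also raise markers shared with fibroblasts, and the RNA of whole papillomas cannot separate these. More neutrophils in TG samples may explain myeloid genes in Table S1. The lowest TG score of 20 neutrophil markers exceeded the highest CTR score by 0.0439, with scores of -0.0857, 0.24 and 1.19 in TG 1, TG 2 and TG 3 (difference 0.79, exact permutation p = 0.0286, 0.172 adjusted).

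Unequal sex of the mice was tested from expression of Y chromosome and X inactivation genes, and the gap between the groups was -2.05, negative because they overlapped, so sex is unlikely to set the groups apart. The Y score was 2.36, 1.79, -1.63 and -1.53 in CTR 1 to CTR 4 and -1.63, 2.24 and -1.6 in TG 1 to TG 3. The percent of FPKM in the 100 highest genes also overlapped between the groups (gap -6.4), with 34.1 in TG 3 as the lowest value, so this share did not separate the groups. A distribution difference that comes from TG 3 is not excluded by this, and quantile normalization changed the unadjusted counts from 598 higher and 241 lower to 394 and 561. With the depth group as a covariate, 590 genes were higher at an unadjusted p under 0.05, against 598 without it, but with 1 deeper library in each group the covariate can hardly move the count, so this shows nothing about depth. Within the papillomas of lower depth 456 genes were higher at an unadjusted p under 0.05.

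Without TG 3, 9 genes were higher and 8 lower at an adjusted p under 0.05. Of the 9, *Ivl* (2.62), *Tdh* (2.26), *Rps4y2* (4.32) and *Sec14l2* (2.18) are in Table S1, with the log2 difference in parentheses. *Krt4* (-4.33, adjusted p = 0.0148 from limma) and *Fam171a1* (-1.89) were among the 8 lower genes. The score of differentiated keratinocyte markers was 0.747 in TG 1, 0.596 in TG 2 and -0.865 in TG 3, and between -0.337 and 0.141 in CTR papillomas. The adipocyte score was 1.58 in TG 3 and at most -0.122 in the other papillomas.

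For genes that the paper measured by qRT-PCR or IHC, the RNA-seq values were these. *Vim* had 53.8 ± 25.7 FPKM (SD, n = 3) in TG and 26.5 ± 7.97 FPKM (SD, n = 4) in CTR papillomas, a log2 difference of 0.96, higher in 12 of 12 pairs (adjusted p = 0.687 from limma). *Mmp2* had 29.0 FPKM in TG 3, 5.2 in TG 1 and 4.58 in TG 2, against 5.31 ± 0.858 FPKM in CTR papillomas. *Cdh1* had 94.1 ± 27.3 FPKM in TG and 93.0 ± 18.6 FPKM in CTR papillomas. *Cdh2* had 0.135 ± 0.127 FPKM in TG and 0.0597 ± 0.038 FPKM in CTR papillomas. *Lrg1* had 5.28 ± 5.37 FPKM against 1.27 ± 0.225 FPKM, and *Pecam1* 6.6 ± 2.74 FPKM against 3.32 ± 0.938 FPKM, each higher in 12 of 12 pairs. The precursor gene of miR-21 was listed at 0 FPKM in all 7 papillomas, and these libraries do not measure the mature microRNA. *Plet1*, found in the files by a RefSeq synonym, had 162.0 FPKM in TG 3, 12.5 in TG 1 and 12.2 in TG 2, against 6.5 ± 3.76 FPKM in CTR papillomas.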
